# Quantitative analysis of protein interaction network dynamics in yeast

**DOI:** 10.15252/msb.20177532

**Published:** 2017-07-13

**Authors:** Albi Celaj, Ulrich Schlecht, Justin D Smith, Weihong Xu, Sundari Suresh, Molly Miranda, Ana Maria Aparicio, Michael Proctor, Ronald W Davis, Frederick P Roth, Robert P St.Onge

**Keywords:** environmental response, mRNA expression, network dynamics, protein complementation assay, protein–protein interactions, Genome-Scale & Integrative Biology, Methods & Resources, Network Biology

## Abstract

Many cellular functions are mediated by protein–protein interaction networks, which are environment dependent. However, systematic measurement of interactions in diverse environments is required to better understand the relative importance of different mechanisms underlying network dynamics. To investigate environment‐dependent protein complex dynamics, we used a DNA‐barcode‐based multiplexed protein interaction assay in *Saccharomyces cerevisiae* to measure *in vivo* abundance of 1,379 binary protein complexes under 14 environments. Many binary complexes (55%) were environment dependent, especially those involving transmembrane transporters. We observed many concerted changes around highly connected proteins, and overall network dynamics suggested that “concerted” protein‐centered changes are prevalent. Under a diauxic shift in carbon source from glucose to ethanol, a mass‐action‐based model using relative mRNA levels explained an estimated 47% of the observed variance in binary complex abundance and predicted the direction of concerted binary complex changes with 88% accuracy. Thus, we provide a resource of yeast protein interaction measurements across diverse environments and illustrate the value of this resource in revealing mechanisms of network dynamics.

## Introduction

The molecular function and cellular role of a protein often cannot be understood without knowledge of its interactions with other proteins. For this reason, multiple high‐throughput methods have been developed to identify direct protein–protein interactions (PPIs) on a genomewide scale, for example, using yeast 2‐hybrid (Y2H) or protein‐fragment complementation assay (PCA) methods. These and complementary techniques for detecting co‐complexation, for example, affinity purification coupled with tandem mass spectrometry (AP‐MS), have yielded a wealth of PPI data in model organisms and humans (Uetz *et al*, 2000; Ito *et al*, 2001; Butland *et al*, 2005; Stelzl *et al*, 2005; Gavin *et al*, 2006; Krogan *et al*, 2006; Tarassov *et al*, 2008; Yu *et al*, 2008). A positive Y2H assay suggests that two expressed proteins are capable of a direct biophysical PPI in the context of the *Saccharomyces cerevisiae* nucleus, but whether, where, and when this interaction is physiologically relevant is left undetermined. In contrast, various PCA approaches have been developed which test for an interaction in the native cellular environment at native expression levels (Tarassov *et al*, 2008; Schlecht *et al*, 2012). These approaches, reportedly able to detect as few as 25 complexes per cell (Remy & Michnick, 1999), can directly measure the dynamic dependence of a PPI on growth environment.

While the results of many high‐throughput PPI assays are interpreted as static maps of physical connections, it is known that the variability of protein complexes and the coordinated dynamics of physically linked gene products underlie fundamental aspects of cellular function. In an attempt to capture this, static protein–protein interactomes have been used as a “scaffold” on which to overlay and interpret other genome‐scale data such as gene expression and metabolic fluxes (Ideker *et al*, 2002; Luscombe *et al*, 2004; Sauer, 2004; de Lichtenberg *et al*, 2005). These approaches have shown the value of PPIs in contextually understanding gene function, but they cannot straightforwardly identify quantitative changes in PPI complex levels, nor directly determine protein complex levels in an environment‐dependent cellular state.

A simplified view of PPI dynamics as “binary switches” in which interactions are either present or absent is common and can offer biological insights (de Lichtenberg *et al*, 2005; Greene *et al*, 2015) but ignores potentially important quantitative changes in protein complex abundance. The proliferating cell nuclear antigen (PCNA) complex serves to illustrate the idea of quantitative environmentally responsive protein interactions. PCNA, a major factor in DNA replication and repair, forms a chromatin‐bound complex with other proteins at sites of DNA damage in response to gamma irradiation in a dose‐dependent manner (Balajee & Geard, 2001; Mailand *et al*, 2013). In another example, salt stress leads to *in vivo* activation of the HOG (high‐osmolarity glycerol) signal transduction pathway, which is quantitatively dependent on the interaction between Sho1 and Pbs2 (Marles *et al*, 2004).

In order to address the limitations of static interactome maps, multiple studies have begun to identify condition‐specific PPI changes directly. We have previously implemented highly multiplexed murine dihydrofolate reductase (mDHFR)‐based PCA, which can detect changes in the abundance of hundreds of binary protein complexes in parallel. In this approach, the mDHFR fragments are fused to genes at their genomic locus under control of the endogenous promoter, thus allowing an *in vivo* study of binary protein complex level changes. This approach was used to examine the effects of 80 small molecules on 238 yeast binary protein complexes, uncovering multiple positive and negative chemical modulators (Schlecht *et al*, 2012). A related study by Rochette *et al* (2014) used a plate‐based mDHFR PCA to test the response of 1,338 yeast protein interactions to methyl methanesulfonate, an alkylating agent that induces DNA damage. This study identified PPI changes in diverse cellular processes and found that, in the DNA damage response, protein relocalization is a major driver of PPI changes. A strength of the mDHFR PCA in measuring dynamic interactions is that quantitative changes in relative strain abundance reflect quantitative changes in binary protein complex abundance (Schlecht *et al*, 2012; Freschi *et al*, 2013), allowing for a detailed view of PPI remodeling by simply measuring cellular growth rates.

Here, we extend our previously developed multiplex barcoded mDHFR PCA (BC‐PCA) to investigate the effects of 14 chemical and environmental perturbations on 1,379 binary protein complexes. We observed widespread PPI changes in these conditions, many of which were informative for the specific stimulus applied. Altered PPIs tended to concentrate in large subnetworks and were often centered around highly connected hub proteins. More closely examining the shift from fermentative to respiratory growth, we found a highly significant relationship between binary protein complex abundance and mRNA levels that explains a large portion of the observed network dynamics. This correlation was predictive, suggesting that reasonably accurate first‐order estimates of PPI network dynamics can be made using only mRNA data.

## Results

### Construction of a genome‐scale barcoded protein‐fragment complementation assay

In the murine dihydrofolate reductase protein complementation assay (mDHFR PCA), two proteins of interest are fused to two respective fragments of mDHFR. Upon successful physical interaction of the two target proteins, the mDHFR fragments fold together into the native conformation and give rise to a functional enzyme that is resistant to methotrexate (MTX). Interaction‐dependent reconstitution of MTX‐resistant mDHFR allows for growth‐based selection, where the extent of MTX resistance is dependent on the intracellular concentration of the PPI complex. The majority of all possible binary PPI combinations in the yeast genome have been previously subjected to mDHFR testing, leading to the identification of 2,770 PPIs under a set of standard laboratory conditions (i.e., growth at 30°C on solid media containing glucose, a rich nitrogen source, and all essential supplements; Tarassov *et al*, 2008).

Having established the multiplex BC‐PCA assay at a smaller scale (Schlecht *et al*, 2012), here we attempted to scale it to as many known PCA interactions as possible in a pooled and barcoded format. We first reconstructed 2,394 (see Dataset EV1) of the 2,770 Tarassov *et al* (2008) strains, 1,701 of which were verified to grow in liquid minimal media containing MTX (Fig EV1A and B). We observed a broad range of growth rates among these strains. This likely reflects strain‐specific differences in the abundance of reconstituted mDHFR complexes that arise from differences in abundance of the binary protein complex of interest, but could also reflect differences in DHFR reconstitution efficiency arising from steric effects of different proteins fused to mDHFR fragments. Consistent with a previous study (Freschi *et al*, 2013), we found growth rate to be significantly correlated with the protein expression level of the least abundant protein (using abundance data from Wang *et al*, 2012) in the interacting pair (Pearson's *r *=* *0.31, *P *<* *2.2e‐16, Fig EV1C). Indeed, this correspondence is theoretically expected in cases where PPI affinity is high and each pair of interacting proteins is independent of others (see Materials and Methods). Also consistent with this idea, we found that the subset of confirmed PPI pairs from Tarassov *et al* (2008) tended to have least abundant proteins that were more abundant than the least abundant proteins of unconfirmed PPI pairs (Fig EV1D). Taken together, these results support the idea that quantitatively measuring MTX resistance of these PCA strains can capture protein complex abundance information.

**Figure EV1:**
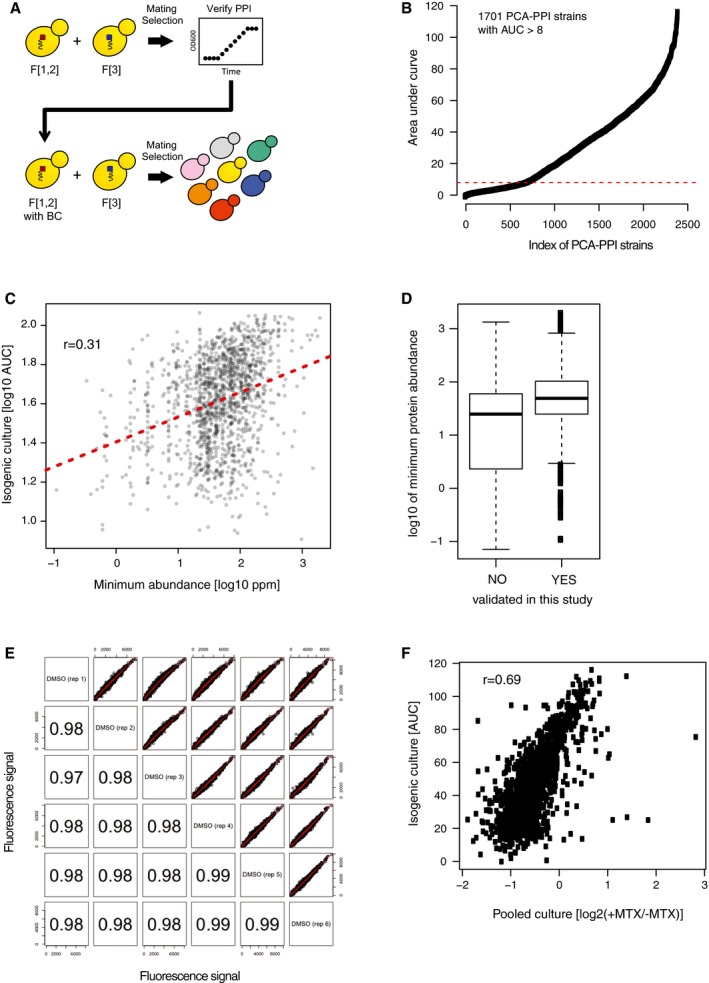
Construction of a genome‐scale pool of barcoded PCA strains Haploid strains expressing mDHFR‐fragment (F[1,2] or F[3])‐tagged proteins of interest were mated and diploids were selected. Interaction between the two proteins was then verified by individually growing each diploid strain in liquid minimal media supplemented with methotrexate (MTX) for 3 days. The F[1,2]‐containing haploids (from verified interactions) were then transformed with unique TagModule cassettes, mated with their matching F[3]‐containing partner strains, and combined to create a pool (depicted by differently colored yeast cells).Growth rate of all 2,394 PCA strains initially constructed and measured as the area under the OD curve (see Materials and Methods) after 75 h of growth in selective media. A cutoff of 8 was applied to identify strains that grew under MTX selection (*n* = 1,701).Relating strain growth [log_10_(AUC)] to the cellular concentration of the least abundant protein [log_10_(PPM) – values taken from PaxDB] in each protein–protein interaction pair. Each dot represents one strain, and the line of best fit is shown in red.Abundance of proteins involved in previously published PCA complexes (Tarassov *et al*, 2008) that were confirmed (YES) or not confirmed (NO) to grow under the conditions in this study. Protein abundance values were retrieved from PaxDB (Wang *et al*, 2012) and log_10_‐transformed. In the plot, for each strain representing a protein complex, the value of the less abundant protein in that interaction was used. Box boundaries indicate 1^st^ and 3^rd^ quartiles, with the central line indicating median. Bottom and top whiskers extend for either 1.5 times the interquartile range or to the most distal data point, whichever yields the shortest whisker.Paired scatterplots comparing raw fluorescence intensities of the six control samples (DMSO) in selective media. Numbers in the lower half indicate the Pearson's *r* for each pairwise comparison.Scatterplot comparing the growth rate of each strain as measured by barcode abundance following competitive growth (*x*‐axis), to that measured in isogenic culture (*y*‐axis). The *x*‐axis represents log_2_‐transformed ratio of normalized fluorescence following selective and non‐selective growth (log_2_(+MTX/−MTX)).

To adapt the successfully recreated PCA strains to the BC‐PCA assay, barcode cassettes were transformed into corresponding F[1,2]‐containing haploid strain for each pair, which was then mated with the corresponding F[3]‐containing partner (Materials and Methods, Fig EV1A) to create a barcoded diploid strain. We successfully incorporated 1,432 barcodes, representing 1,428 of 1,701 unique interactions (Dataset EV1). These strains were then pooled and competitively grown in selective media. Genomic DNA was isolated from an aliquot, and barcodes were PCR‐amplified and hybridized to a high‐density oligonucleotide array in six replicates. Most barcodes (1,383 of 1,432; representing 1,379 unique interactions) were detected across all six replicates, and the rest were excluded from further analysis. As was previously found, microarray signal intensity values showed very high correlation among six replicates (*r* ≥ 0.97, Fig EV1E), and correspondence to non‐competitive growth rates measured in isogenic culture (*r* = 0.69, Fig EV1F). This confirms that our pool‐based assay provides a reproducible quantitative growth measure for each individual strain.

### Identifying protein complex dynamics under diverse conditions

Many previous studies have mapped and analyzed “static” PPI networks, in which the interaction assay reveals protein pairs that are capable of interacting if expressed at sufficient concentrations at the same time and place. However, the question of how and to what extent PPI complex levels vary across different conditions has not been studied at a large scale. Given that the BC‐PCA assay yields quantitative strain abundance measurements (across a large dynamic range) which correspond to growth, and because growth directly relates to reconstituted mDHFR abundance (Remy & Michnick, 1999), BC‐PCA represents a means of addressing this question. Using BC‐PCA, we can detect a condition‐specific deviation of growth rate in response to a perturbation (compared to a “reference” state) and infer a change in binary protein complex levels.

To represent broad classes of environmental change, we chose a set of 14 different perturbations, including: addition of small molecules (e.g., FK506, atorvastatin, doxorubicin); altered nutrient composition of the growth medium (e.g., ethanol instead of dextrose as the sole carbon source, nitrogen starvation, addition of specific amino acids); and abiotic stress conditions (e.g., growth at high temperature, in a high salt concentration, or under oxidative stress). Dataset EV1 lists details of all growth environments. All experiments were performed in both *selective* and *non‐selective* (i.e., without MTX) media, with the latter acting as a control to identify and exclude cases where the incorporation of the mDHFR tag had an impact on growth in the condition tested (Rochette *et al*, 2014; Dataset EV2). In most conditions, significant growth changes in *non‐selective* media were observed in < 2% of all strains in the pool (see Materials and Methods). Such strains were specifically excluded from the conditions in which they were identified, as were additional strains containing PCA fragments appearing multiple times in excluded strains (Dataset EV2).

For each PPI in each condition tested, we calculated *R*, the ratio of barcode abundance in that condition (as measured by microarray signal intensity) to barcode abundance in the reference condition (selective dextrose‐containing media plus 1% DMSO). Requiring both the UP‐ and DOWN‐tag of each strain to meet our significance and effect size thresholds (*q*‐value < 0.05 and log_2_(*R*) > 0.25 for accumulated, and *q*‐value < 0.05 and log_2_(*R*) < −0.25 for depleted interactions), we found 757 binary complexes that varied in at least one condition (Dataset EV2). Hierarchical clustering of these data showed that all experiment replicates were grouped as closest neighbors (Fig 1A), indicating a reproducible assay. We examined the reproducibility of a subset of candidate dynamic binary complexes using isogenic growth experiments and found a strong correlation between growth assays and pooled barcode fluorescence intensity values in most cases (*r* > 0.6, Fig EV2A and Dataset EV1). We also observed binary complexes where there was a clear dose‐dependent relationship between the addition of a small molecule and the relative growth rate under MTX selection (Fig EV2B). Together, these results suggest that the BC‐PCA assay can measure quantitative changes in abundance of many binary complexes, supporting its utility for studying condition‐dependent global PPI remodeling.

**Figure 1:**
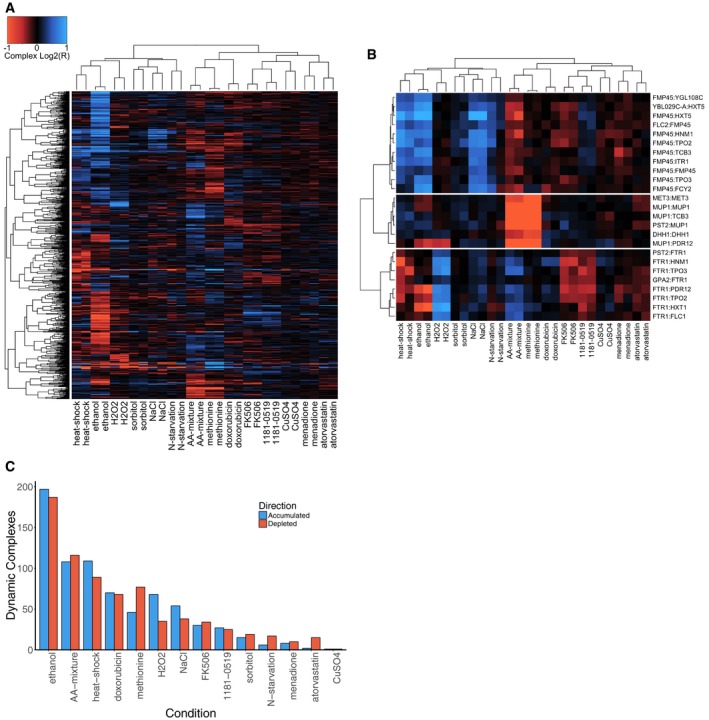
Environmental cues elicit changes in the yeast protein interaction network Heatmap depicting log_2_‐ratios of 757 binary protein complexes that displayed a significant change in at least one of the conditions tested here. Complexes are arranged on the *y*‐axis, and conditions are arranged on the *x*‐axis. Accumulated and depleted signals are colored in blue and red, respectively. Dendrograms on the left and on top show clustering of complexes and samples, respectively.Three clusters of binary protein complexes. Complexes are labeled on the right.Barplot depicting the number of protein complexes whose abundance significantly changed (log_2_(*R*)) > 0.25 or log_2_(*R*) < −0.25 for both UP‐ and DOWN‐tags in the same direction, *q *<* *0.05 for both UP‐ and DOWN‐tags) in response to 14 perturbations (indicated on the *x*‐axis). Number of complexes that were accumulated or depleted in response to each condition are shown in blue and orange bars, respectively.

**Figure EV2:**
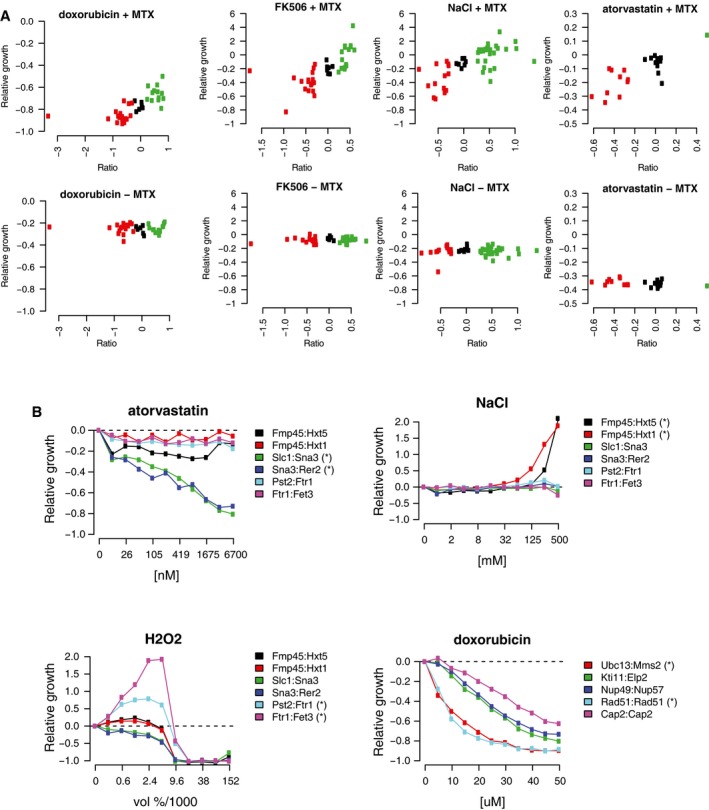
Confirmation of pool data with isogenic culture Multiple strains that displayed enhanced or diminished growth (green and red, respectively) in the pool screen in doxorubicin, FK506, NaCl, or atorvastatin, as well as several control strains (black), were grown in isogenic cultures. Relative growth values were calculated for either 300 OD measurements (doxorubicin) or 150 OD measurements (FK506, atorvastatin, and NaCl) and compared to ratios derived from the pooled experiment.Several PCA strains (indicated in the legend) with enhanced or diminished growth rates identified in the pool screen in NaCl, atorvastatin, hydrogen peroxide, and doxorubicin were grown in selective media in the presence of multiple concentrations of the four agents (indicated on the *x*‐axis of each plot). The strains that were identified in the pool assay in each condition are marked with an asterisk. Growth relative to that in the standard environment is indicated on the *y*‐axis.

We clustered dynamic interactions based on their pattern of change across environments. We observed several subnetworks that shared a common protein (Fig 1B), suggesting that control of the common protein may have led to concerted changes in binary complexes containing that protein. For example, Fmp45 was a member of several binary complexes that accumulated during respiratory growth (using ethanol as a carbon source) and under heat and high‐salt stress (Fig 1B). Similarly, the addition of hydrogen peroxide led to the accumulation of binary complexes containing the Ftr1 protein, a high‐affinity iron permease (Stearman *et al*, 1996). Finally, growth in methionine‐supplemented media led to the depletion of binary complexes containing the methionine permease Mup1. This cluster also contained other proteins important for methionine metabolism, underscoring that the function of responsive complex components was logically connected to environmental change.

We observed many binary complexes that changed between conditions, but interestingly, within each condition there was a comparable number of accumulated and depleted binary complexes (Fig 1C and Dataset EV2). Conditions that induced the most widespread changes were the shift from fermentation to respiration (i.e., dextrose to ethanol), the addition of amino acids to the media, and growth at high temperature, while the addition of bioactive small molecules such as FK506 and atorvastatin resulted in a much smaller number of altered binary complexes (Fig 1C). These results may be explained by the fact that pharmaceuticals are often selected for specificity (i.e., to minimize off‐target and side effects). In contrast, metabolic shifts or exposures to abiotic stress factors can induce widespread cell‐physiological effects (Gasch *et al*, 2000) and regulatory responses that may have evolved given frequent exposure to similar environments in the evolutionary history of yeast (Gasch & Werner‐Washburne, 2002; Gasch, 2007). Contrary to this pattern, the pharmaceutical agent doxorubicin resulted in many protein interaction changes (Fig 1C), possibly due to widespread non‐specific effects of DNA damage and corresponding induction of a DNA damage response (Westmoreland *et al*, 2009).

### Dynamic binary complexes exhibit condition‐dependent functional trends

About half (757) of the binary complexes tested were dynamic in at least one condition. Most (672) of these dynamic binary complexes were found to be specific to a few (from one to three) conditions, while only 86 binary complexes were frequently dynamic (exhibiting change in four or more conditions; Fig 2A). To assess functional trends among gene products participating in frequently dynamic binary complexes, we used the FuncAssociate web server (Berriz *et al*, 2003; Berriz *et al*, 2009, see Materials and Methods) to determine over‐represented Gene Ontology (GO) terms. This revealed that gene products involved in frequently dynamic binary complexes were enriched for *plasma membrane* localization (*q *<* *1e‐04), and for *active transmembrane transporter activity* (*q *=* *0.012; Dataset EV3). Among the proteins involved in frequently dynamic binary complexes were members of the 12‐span drug:H(+) antiporters (Tpo1, Tpo2, Tpo3), multidrug ABC transporters (Pdr5, Pdr12, Snq2, Yor1), and transporters for glucose, iron and methionine (Hxt1, Hxt2, Hxt5, Ftr1, Mup1). Two proteins of unknown function (Ybl029c‐A and Ina1/Ylr413w) were also found to take part in frequently dynamic interactions, suggesting a potential role in responding to environmental stress (Fig 2B).

**Figure 2:**
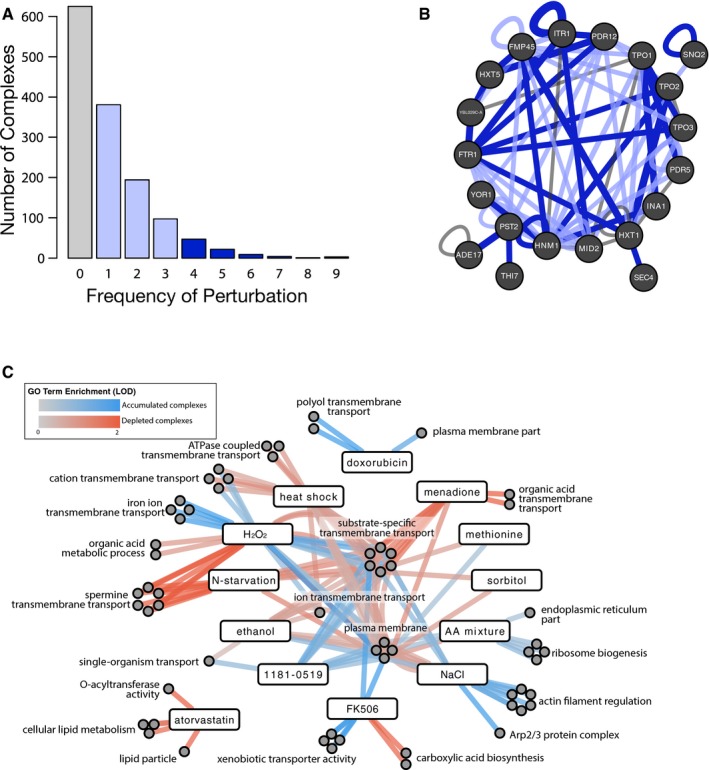
Functional trends of dynamic complexes Barplot showing the frequency at which each binary protein complex was found to be dynamic (i.e., accumulated or depleted). The number of complexes (*y*‐axis) is plotted against the number of conditions they responded to (*x*‐axis). Colors indicate complexes that were dynamic in 0 (gray), 1–3 (pale blue), and 4 or more (dark blue) conditions.Network illustrating plasma membrane complexes that were frequently modulated. Proteins are indicated as nodes. Interactions that are frequently perturbed (i.e., four or more times) are shown with dark blue edges. Other interactions are indicated by semi‐transparent edges—interactions perturbed 1–3 times are in pale blue and static interactions are in gray. Edge width is proportional to perturbation frequency.Network illustrating functional trends of genes participating in dynamic complexes. For each condition, we assessed functional enrichment among gene products participating in either accumulated complexes (blue) or depleted complexes (red). Lines connect terms to their respective condition(s) and are shaded by degree of GO term enrichment measured using the log_10_‐odds score (LOD). Terms here have been manually grouped and summarized. All original terms are available in Fig EV3 and Dataset EV3.

To further assess functional trends among dynamic binary complexes, we again used GO enrichment analysis to determine which functions were enriched among gene products participating in either accumulated or depleted binary complexes, examining each condition separately (Figs 2C and EV3). Under many conditions, transmembrane transporters and plasma membrane proteins were over‐represented among gene products participating in dynamic binary complexes. In some cases, binary complexes changing in a condition were clearly related to the environment. For example, there was an enrichment of “xenobiotic transporter activity” for proteins involved in accumulated complexes under the small‐molecule drug FK506 (*q *=* *0.0023). Here, the enrichment phenomenon was driven by previously observed binary complex changes involving the Snq2, Pdr5, and Yor1 efflux pumps (Schlecht *et al*, 2012).

**Figure EV3:**
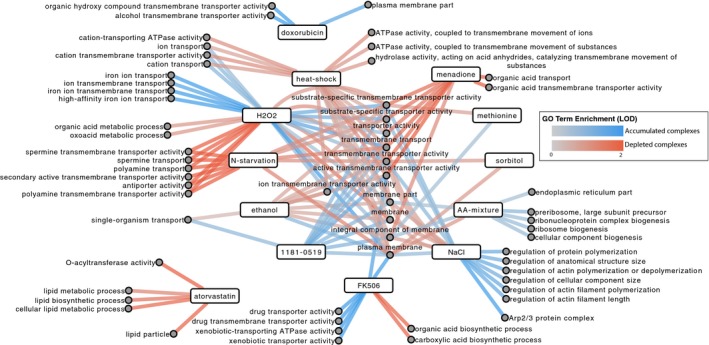
Expanded GO term enrichment Network illustrating functional trends of genes participating in dynamic complexes. For each condition, we assessed functional enrichment among genes participating in either accumulated complexes (blue) or depleted complexes (red). Lines connect terms to their respective condition(s) and are shaded by degree of GO term enrichment measured using the log‐odds score (LOD).

In other cases, the changes were less intuitive but consistent with previous findings. For example, binary complexes that accumulated in the NaCl condition were enriched for proteins in the Arp2/3 actin polymerization complex. This is consistent with previous studies finding that overall actin organization is responsive to osmotic stress (Chowdhury *et al*, 1992), and the genes driving this GO term enrichment (ARC40, ARP2, ARC15, ARC19, ARC18, and ARC35) have all been previously shown to have elevated transcript levels under hypersaline conditions (Berry & Gasch, 2008). In another example, binary complexes depleted under atorvastatin were enriched for proteins involved in the lipid biosynthetic process. This is consistent with atorvastatin's role as an inhibitor of HMG‐CoA reductase (Endo, 1992; Leszczynska *et al*, 2009).

### Interaction network dynamics are largely driven by “protein‐centric” changes

In every condition tested, we sought to identify patterns of variability in the protein network. Observing that some clusters of binary protein complex abundance changes involve a common protein (Fig 1B), we further explored the topology of binary protein complex dynamics. In some cases, large subnetworks which are fully connected by dynamic interactions in the same direction were formed (Fig 3A shows an example from the doxorubicin condition). Frequently, these subnetworks (“dynamic components”) were centered on highly connected “hub” proteins (defined here as proteins with 10 or more interactions; see Dataset EV4 for a list of the 74 hubs identified).

**Figure 3:**
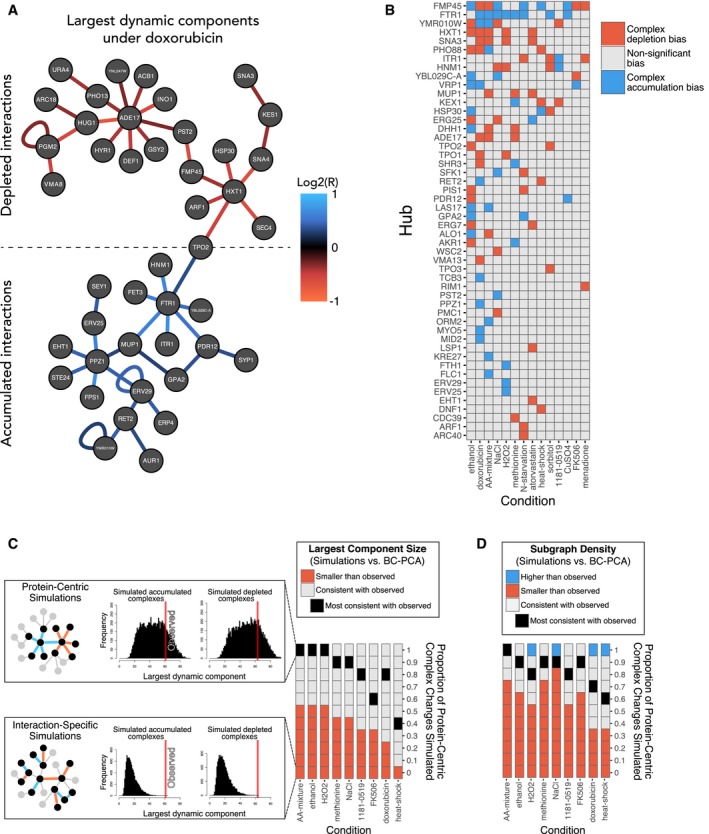
Environmental perturbations elicit a mixture of protein‐centric and interaction‐specific changes Network illustrating the largest connected component of complexes, which were accumulated (bottom) or depleted (top) in the presence of doxorubicin. Incidentally, TPO2 is part of both subnetworks. Proteins are indicated as nodes; interactions are depicted as edges (accumulated in blue, depleted in red).Heatmap illustrating whether complex abundance changes associated with a given hub protein (*y*‐axis) had a bias (*q* < 0.05) toward depletion (red) or accumulation (blue) in each condition (*x*‐axis).Comparison of the largest components found in simulated networks to those observed in the BC‐PCA data. For the indicated conditions (*x*‐axis), the observed number of accumulated, depleted, and unchanged interactions was used to generate random networks based on a “protein‐centric” model, an “interaction‐specific” model, and combinations thereof (*y*‐axis; see Materials and Methods). Each square summarizes the results from 1,000 simulations (see legend). The insets expand and illustrate two simulation scenarios under the “AA‐mixture” condition; histograms show the simulation results for accumulated (left) and depleted (right) interaction subnetworks, under purely “protein‐centric” (top) and purely “interaction‐specific” (bottom) models. The observed BC‐PCA result is represented by a red line.As in (C), comparing the subgraph density of simulated networks to those observed in the BC‐PCA data.

Sets of interactions around a given hub protein were often “concerted” in that they changed in the same direction. For example, the hub proteins Ade17, Hxt1, Ftr1, and Ppz1 all exhibit apparently concerted binary complex level changes in the doxorubicin environment (Fig 3A). We sought to systematically identify hubs exhibiting concerted changes (Fig 3B; Materials and Methods). This analysis revealed that 50 hubs were concerted in at least one condition, representing 68% of all hubs (Dataset EV4). This included the examples shown in Fig 1B, wherein the sets of binary complexes centered on Fmp45, Mup1, and Ftr1 each exhibited concerted change under multiple perturbations.

Concerted binary complex changes around a protein are most simply explained by a change in the general availability of that protein for complex formation. For example, changes in the abundance of a given protein should, by mass action, tend to alter the abundance of all binary complexes in which it participates and do so in the same direction in each case. We therefore refer to patterns of concerted binary complex changes as “protein‐centric” effects. Conversely, if changes around a protein are not concerted, this may be explained by mechanisms which modulate interactions independently, for example, through a post‐translational modification at an interaction interface, or through direct interference or facilitation of an interaction by a small molecule. We refer to patterns of independently modulated interaction changes as “interaction specific”.

Given that we observed many concerted binary complex changes (Fig 3B), we wished to explore the extent to which the global patterns of binary complex changes could be explained by protein‐centric as opposed to interaction‐specific dynamics. Depending on the relative contribution of these two mechanisms, dynamic subnetworks should exhibit a different overall topology. Specifically, we expect dynamic subnetworks resulting from purely protein‐centric changes to be grouped into distinct network areas, yielding larger mutually connected subgraphs (“component sizes”), as well as a higher density of interactions within dynamic subnetworks (“subgraph density”) than we would expect to observe if dynamics were driven by many independent interaction‐specific changes. Dynamic subnetworks affected by a combination of protein‐centric and interaction‐specific changes are expected to exhibit intermediate component sizes and subgraph densities.

In order to explore what proportion of protein‐centric dynamics are most consistent with the patterns of observed binary complex changes, we generated dynamic networks *in silico* by randomly selecting interactions from our entire BC‐PCA network (see Materials and Methods). For each given growth condition, we simulated networks having the same number of enriched, depleted, and unchanged interactions that were observed in the BC‐PCA assay. The random selection procedure was varied to yield different proportions of protein‐centric and interaction‐specific effects. For each selection procedure, we then empirically estimated how often, among 1,000 random networks, simulations yielded a dynamic subnetwork with a topology similar to that of the observed dynamic subnetwork. As measures of dynamic network topology, we used both the size of the largest component and the interaction density.

We first simulated dynamic networks with purely interaction‐specific changes for all nine conditions that produced a large number of changed binary complexes (set to ≥ 50), and found that none of the largest connected component sizes were consistent with a purely interaction‐specific scenario (Fig 3C, bottom row). We next simulated purely protein‐centric binary complex changes for all conditions (Fig 3C, top row) and also simulated networks with different mixtures of interaction‐specific and protein‐centered dynamics. The largest component sizes of all nine (100%) of the conditions were consistent with a purely protein‐centered model. The proportions of protein‐centered changes most consistent with the observed largest component size ranged between 40 and 100% across conditions (Fig 3C). Evaluating dynamic subgraph density yielded similar conclusions about the importance of protein‐centric changes (Fig 3D)—again, none of the nine conditions were consistent with a purely interaction‐centric model. However, four of the nine conditions required at least some interaction‐specific changes (10%) to yield a subgraph density consistent with the BC‐PCA results. Thus, for each of the measures we used, protein‐centered dynamics were important for explaining the observed dynamic subnetwork topology.

These results do not identify the mechanism of interaction regulation (e.g., modulation of transcription, localization, direct small‐molecule interference, or post‐translational modification), nor do they specifically determine which dynamic complexes are the result of interaction‐specific compared to protein‐centric effects. Moreover, different environmental stresses may yield effects different from those we observed. Nevertheless, the frequent observation of dynamic interactions centered on hubs suggests the prevalence of protein‐centric interaction dynamics, in which interaction network dynamics are substantially driven by regulation of a few proteins.

### Transcriptome changes predict binary complex abundance changes

We next investigated the extent to which concerted protein‐centric interaction dynamics were the consequence of transcriptome changes. The potential impact of transcriptional change on specific interactions is well known. For example, we have previously shown that transcriptional up‐regulation of the *PDR5* and *SNQ2* genes accompanies the accumulation of several drug‐efflux pump homodimers (such as Pdr5:Pdr5 and Snq2:Snq2) in response to FK506 (Schlecht *et al*, 2012). Indeed, mRNA expression data have previously been combined with “static” protein–protein interaction networks to predict which interactions are present in a given condition (de Lichtenberg *et al*, 2005; Greene *et al*, 2015). However, these previous studies made no attempt to quantitatively predict and experimentally validate the changes in protein complex levels that result from transcriptional change. We interrogated the relationship between transcriptional changes and binary complex dynamics *in vivo*.

A relationship between expression levels and PPI complex abundance has been previously modeled based on mass action (Maslov & Ispolatov, 2007); however, the validity of this model has not been experimentally confirmed. To investigate this relationship further, we more closely examined the shift from fermentation to respiration (i.e., growth in glucose medium versus growth in ethanol medium), as the respiratory growth condition yielded the greatest number of binary protein complex abundance changes (nearly 400, Fig 1C). Yeast cells are known to undergo widespread transcriptional changes during a diauxic shift (DeRisi *et al*, 1997; Gasch *et al*, 2000). To obtain relative mRNA expression data, cells were grown in selective media supplemented with dextrose as a pre‐culture and then shifted to selective media containing ethanol as the sole carbon source, with samples taken at 0, 0.5, 1, 4, and 12 h after the transfer (see Dataset EV5).

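The relative mRNA levels were measured on Affymetrix GeneChip arrays with total RNA from a culture of the pooled BC‐PCA strains. These are diploid strains in which growth in methotrexate, the selective medium, depends on the binding of a pair of proteins that carry the fragments of a methotrexate-resistant reductase. Each of the 5 times (0, 0.5, 1, 4 and 12 h) was measured on 2 arrays, and the array number limits the precision. The sample labels call the 2 arrays of a time biological replicates. The paper's text describes a pool culture without saying whether the replicates were grown separately, so p measures the spread between arrays, and how much of it lies between cultures is not known. The text gives the pre-culture as selective in the results and as non-selective in the methods, so a comparison with 0 h may include the start of methotrexate as well as the change to ethanol. The authors processed the arrays with robust multiarray analysis (RMA), which subtracts a background, brings the arrays to a common distribution and summarizes each probe set. The deposited values are these RMA intensities on a linear scale, from 1.90 to 13817, with array medians from 316 (12 h, replicate 2) to 351 (12 h, replicate 1). Here their log2 was used without further scaling for 5449 genes, with 1 probe set for each. For 115 of these genes the probe set is marked as shared with other sequences. A change in the total mRNA per cell would not be seen in values scaled in this way. The log2 values of the 2 arrays of a time correlated across genes at r = 0.984 at 0 h, 0.985 at 0.5, 1 and 4 h and 0.977 at 12 h. A single limma fit over the 10 arrays compared each time with 0 h, with an adjusted p under 0.05 as the threshold. In data simulated for the 4 h comparison, with 200 of 5449 genes changed, this fit recovered 56% of the 2‐fold and 94% of the 4‐fold changes, and 3.85% of its calls were false. The real 4 h comparison called 2321 genes, so its recovery can differ from the simulated one. The choices that could change the numbers are the scaling of the arrays, the lack of a filter on dim genes, the lack of a fold minimum and the correlation assumed between the genes of a list.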

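Genes for the use of ethanol and for respiration rose within 0.5 h and stayed high. All 19 genes of gluconeogenesis, the glyoxylate cycle and the entry of acetate were higher at 4 h, with a median log2 fold change of 4.78. The acetate transporter gene ADY2 (YCR010C) rose from an intensity of 14.8 ± 6.4 to 7326 ± 748 (SD, n = 2 at each time), and the alcohol dehydrogenase gene ADH2 (YMR303C) from 54.9 ± 40.9 to 11211 ± 41.5 (SD, n = 2). PCK1 (YKR097W), whose enzyme opens gluconeogenesis, had reached 2877 ± 2013 at 0.5 h and 10694 ± 109 at 4 h, from 148 ± 6.6 at 0 h (SD, n = 2). All 16 genes of the TCA cycle and all 32 of the respiratory chain were higher at 4 h, with medians of 2.34 and 1.71. At 12 h the medians of the TCA cycle and the respiratory chain were 2.24 and 1.61. That of gluconeogenesis was 3.62 at 12 h, below its 4.59 at 0.5 h. All 16 measured genes of glycolysis and ethanol fermentation were lower at 4 h, among them the enolase gene ENO2 (YHR174W), which fell from 5888 ± 197 to 1153 ± 288 (SD, n = 2). At 12 h 3 of these 16 were lower (0 over the list alone, median −0.27, camera adjusted p = 0.251).

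Protein synthesis genes fell early and rose again by 12 h. At 0.5 h, 122 of 127 measured cytosolic ribosomal protein genes and 74 of 76 ribosome biogenesis genes were lower, with medians of −1.30 and −2.39. NSR1 (YGR159C), which encodes a nucleolar factor of ribosome assembly, went from 1990 ± 316 at 0 h to 83.5 ± 34.7 at 0.5 h and 1348 ± 266 at 12 h (SD, n = 2). At 12 h the medians of both lists were −0.10 and −0.34. Between 0.5 and 12 h, 123 ribosomal protein genes rose and 0 fell by limma (124 and 0 at an unadjusted p under 0.05). At 0.5 h the genes of mitochondrial ribosomal proteins went the opposite way from the cytosolic ones: 61 of 66 were higher. At 12 h 63 of them were higher. Of 34 proteasome genes 33 were higher at 0.5 h (median 0.91), and 31 were lower at 12 h than at 0.5 h (median −0.73).

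**Figure D1:**
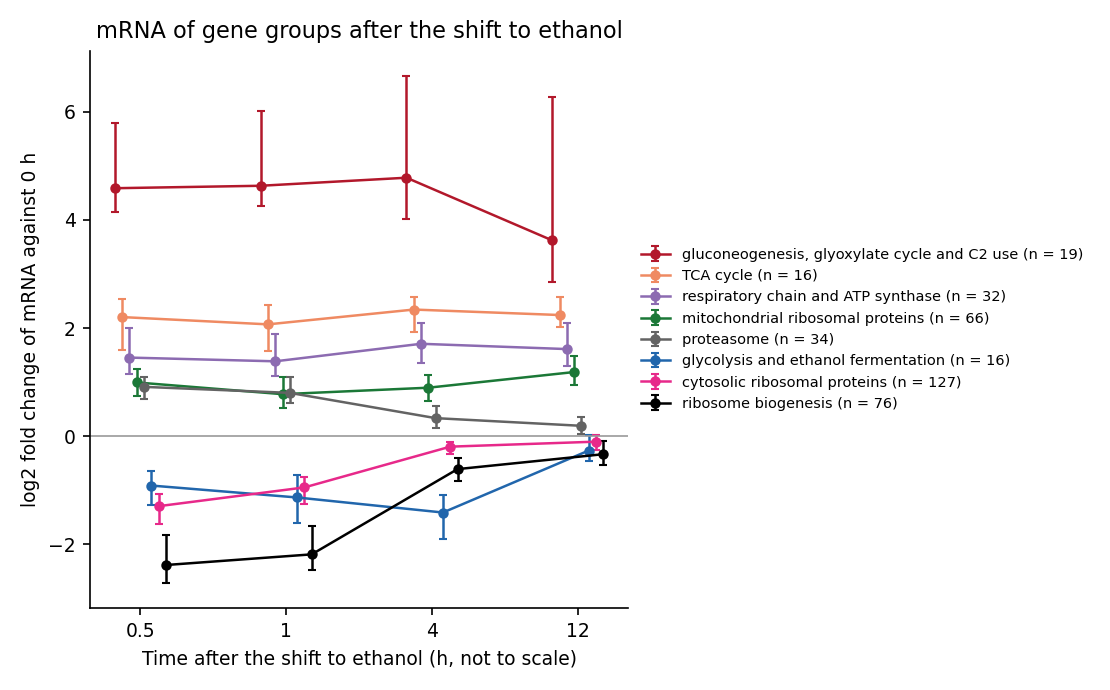
Median log2 fold change against 0 h of 8 gene lists on the y axis at 0.5, 1, 4 and 12 h on the x axis (times not to scale), with bars from the lower to the upper quartile of each list's genes. The line of gluconeogenesis (19 genes) lies at 4.59 at 0.5 h, and that of ribosome biogenesis (76 genes) at −2.39 at 0.5 h and −0.34 at 12 h.

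Adjusted over the list alone, the counts at 4 h were again 19, 16, 32 and 16, and those at 0.5 h were 123 ribosomal protein, 74 ribosome biogenesis, 62 mitochondrial ribosomal protein and 33 proteasome genes. The camera test, which asks whether a list moves relative to all other genes at a preset correlation of 0.01, gave adjusted p = 2.43e-18, 1.49e-13, 2.68e-20 and 1.36e-08 for the lists of gluconeogenesis, the TCA cycle, the respiratory chain and glycolysis at 4 h. With an estimated correlation camera passed 0 of the 33 lists in each of the 5 comparisons (4 to 7 at an unadjusted p under 0.05), the smallest adjusted p being 0.101. For these 4 lists it was 0.226, 0.142, 0.170 and 0.244. For the ribosomal protein and ribosome biogenesis lists at 0.5 h the adjusted p was 4.16e-22 and 4.55e-20, and 0.294 for both with an estimated correlation. Over all genes 3426 differed from 0 h at 0.5 h (1642 higher and 1784 lower), 3415 at 1 h, 2321 at 4 h (1056 higher and 1265 lower) and 2364 at 12 h, and the 4 h count was 1383 without 4 h replicate 2. A change of at least 2‐fold was reached by 2076, 2024, 1097 and 1188 of them. ADY2 and ADH2 are dim at 0 h, when 3.85% and 8.64% of all genes lie below them, so the size of their folds depends on the background that RMA subtracts.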

We sought to use relative mRNA levels in an approximate (“first‐order”) model that could predict relative binary protein complex levels, using principles from the law of mass action. We made several simplifying modeling decisions, including: (i) modeling relative protein levels as moving in concert with relative mRNA levels; (ii) modeling binary protein complex dynamics in isolation, for example, such that involvement of a protein in one complex did not deplete its availability for another; (iii) treating each interaction as occurring at relatively high affinity; (iv) using an aggregate of measurements in previous studies to estimate the baseline concentration of each protein (see Materials and Methods). Although each of these modeling decisions should be revisited in more advanced models, we found that predictions of relative binary complex abundance using this “first‐order” model yielded striking correspondence with the observed growth changes observed in BC‐PCA. 

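Across the 1271 binary complexes with a measured change in ethanol, the mRNA of their proteins and the abundance of the complex moved together. The complexes of the low-affinity glucose transporter HXT1 fill one end of it. ARF1-HXT1 was predicted at a log2(R) of −4.26 and measured at −1.55, and TPO2-HXT1 was measured at −1.62. At the other end lie complexes of proteins made in ethanol, such as PCK1-PCK1, predicted at 6.46 and measured at 1.49, and FMP45-HXT5, predicted at 4.11 and measured at 1.30. Here a measured R is the barcode abundance of a strain in ethanol over that in the control medium with dextrose and DMSO. It is a readout of growth by BC‐PCA, from which the change of the complex is inferred. Each measured log2(R) is the mean of the UP‐ and DOWN‐tag of a strain, and the measured values are the paper's. A predicted R is a ratio of complex concentrations. MUP1-MUP1 went against its prediction, measured at −0.40 for a prediction of 3.11 from the rise of MUP1, which encodes a methionine transporter.

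The correlation was r = 0.442 at 4 h (95% interval 0.380 to 0.502 with complexes resampled), 0.379 at 0.5 h, 0.389 at 1 h and 0.387 at 12 h. Spearman's rho was 0.377, 0.365, 0.363 and 0.309 in the same order. With the mRNA ratios reassigned among proteins 100000 times, p = 1e-05 for each of the 4 times and after adjustment over them, the smallest p that these permutations can give (two-sided permutation test). The correlation is across complexes, which share proteins and are not independent replicates, and the interval at 4 h widens to 0.279 to 0.571 when proteins are resampled. Without the complexes of the concerted hubs r was 0.273 at 4 h, 0.229 at 0.5 h, 0.241 at 1 h and 0.171 at 12 h. r at 4 h exceeded r at 0.5 h by 0.0629 (95% interval over proteins 0.00560 to 0.109) and r at 1 h by 0.0530 (0.00103 to 0.0933). Its excess over 12 h was 0.0547, with an interval over proteins from −0.00439 to 0.146. Without the concerted hubs the excess over 1 h was 0.0321 and no longer passed. The predictions were recomputed from the mean RMA intensity of both arrays at each time over that at 0 h with the mass action formula and protein concentrations of the paper. Of the 607 proteins, 19 had no mRNA value and were set to a ratio of 1. The predictions for the 4 times share the 2 arrays of 0 h, so part of what they have in common comes from these arrays.

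**Figure D2:**
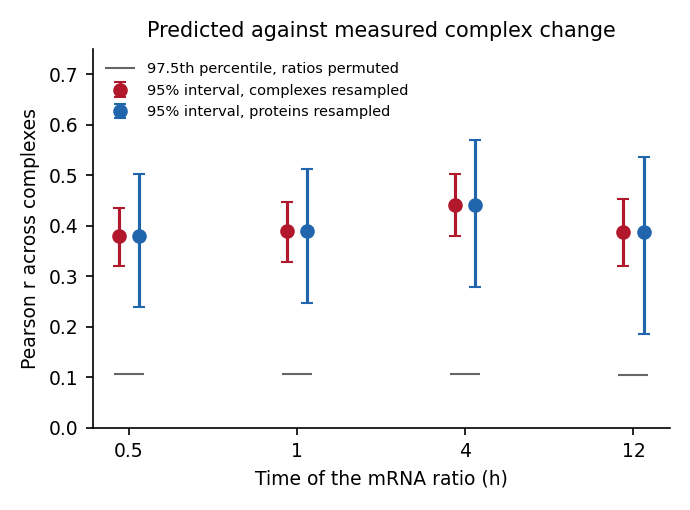
Pearson's r between predicted and measured log2(R) of 1271 complexes on the y axis, for the mRNA of 0.5, 1, 4 and 12 h on the x axis, with 95% intervals from resampled complexes (red) and resampled proteins (blue). The grey line marks the upper end of the central 95% of r with permuted mRNA ratios, which lies between 0.104 and 0.107.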

The highest correlation was observed at 4 h after the shift to ethanol (*r* = 0.46, Figs 4A and EV4), and these correlations were not evident in non‐selective media (*r* = 0.03, *P *=* *0.1).

**Figure 4:**
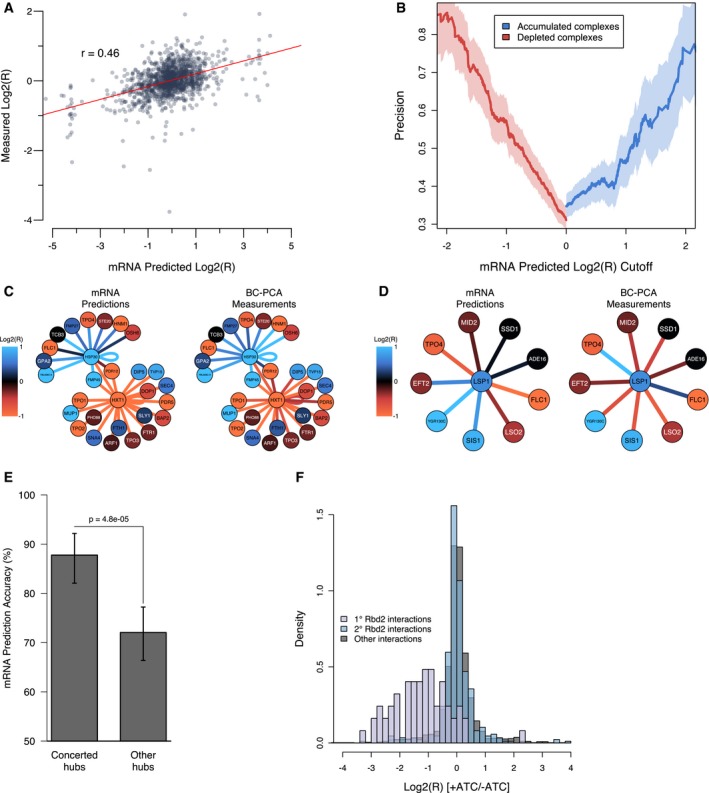
Relating mRNA expression changes to PPI changes Protein complex changes under the respiratory growth condition (i.e., in ethanol‐containing medium) measured by BC‐PCA (*y*‐axis), compared to those predicted by a mass action model based on mRNA expression data (*x*‐axis). Each dot represents a binary protein complex.Percent of mRNA‐based predictions validated by BC‐PCA as a function of the predicted effect size (measured as log_2_(*R*), averaged between UP‐ and DOWN‐tags). As the mRNA‐predicted effect size increases, the rate of validation increases for both accumulated and diminished PPIs. Lightly shaded areas show the 95% confidence intervals determined by 1,000 iterations of data resampling.First‐neighbor dynamic interactions of hexose transporter protein 1 (Hxt1), and the heat‐shock protein 30 (Hsp30). Nodes are colored according to their transcriptional change observed at 4 h after the shift from glucose to ethanol‐containing media. Edges are colored according to the complex abundance change, either predicted by mRNA changes (left) or observed by BC‐PCA (right).First‐neighbor dynamic interactions of Lsp1, using the same schematic as in (C).mRNA‐based prediction accuracy for complex abundance changes, comparing binary complexes involving hubs having a directional bias in ethanol (see Fig 3B) with binary complexes involving other hubs. Error bars show 95% confidence intervals in the accuracy.Density histogram of protein complex log‐ratios (*x*‐axis) resulting from selective repression of *RBD2*. The log‐ratios of first‐ and second‐neighbor Rbd2 interactions (i.e., complexes that contain Rbd2‐interacting proteins, but not Rbd2 itself) are shown in purple and blue, respectively. All other interactions are shown in gray.

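The share of complexes found changed in the predicted direction rose with the predicted change up to a log2(R) of 2 and not clearly beyond. Of the complexes predicted at a log2(R) of 0.25 or more with the mRNA of 4 h, 24.9% of 429 had accumulated, and of those predicted at −0.25 or less, 25.8% of 445 were depleted. At a predicted change of 1 the shares were 37.8% of 127 and 41.0% of 166. At 1.5 they were 48.9% of 47 and 54.1% of 85. At 2 they were 58.1% of 31 and 76.6% of 47. At 2.5 they were 57.1% of 21 and 75.9% of 29, and at 3 they were 60.0% of 20 and 73.9% of 23. A single transcript, that of HXT1, lies behind many of the largest predicted falls: 21 of the 47 complexes predicted at −2 or less hold its protein. A complex counts here as changed when both tags lie beyond 0.25 on one side and the UP‐tag has q under 0.05 by limma (2 ethanol against 6 control samples). The DOWN‐tag signals were not used for the test. Of the 1271 complexes 1256 were matched to an UP‐tag row. The unmatched ones, such as LSP1-FLC1, could not be tested and stay in the shares as not changed. For 1190 of the matched complexes the UP‐tag log2(R) computed here lay within 0.01 of the paper's. The set called changed holds 368 complexes (192 accumulated and 176 depleted). For some hubs it holds fewer than Dataset EV4 lists, which can count complexes outside these 1271. Depleted complexes were 17 here against 20 there for HXT1, 5 against 7 for LSP1 and 0 against 5 for FLC1.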

**Figure EV4:**
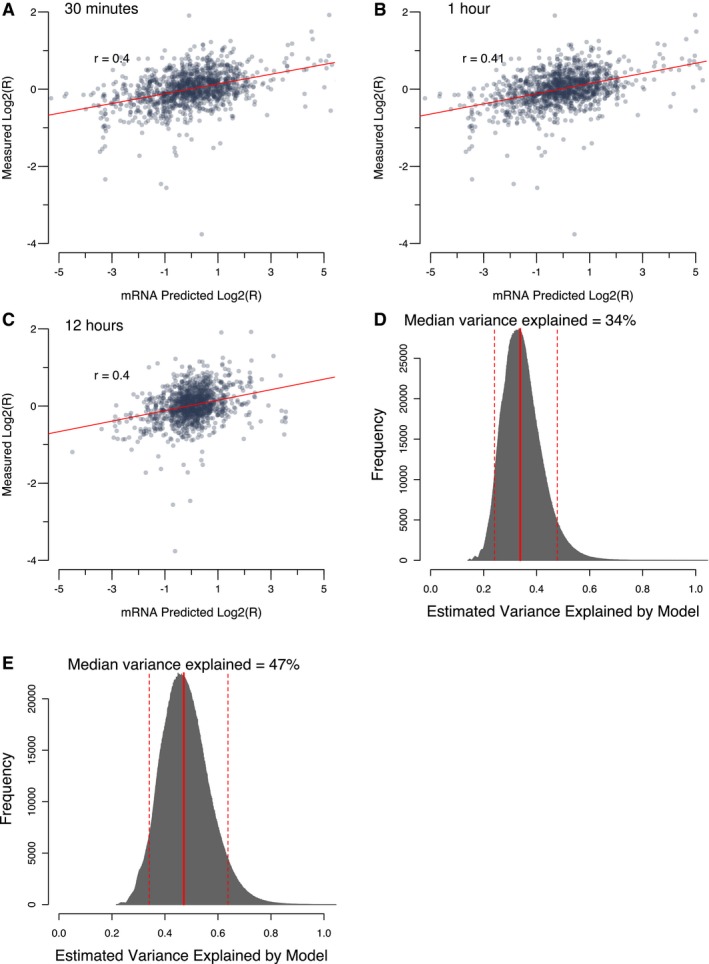
Accuracy of mRNA‐based protein complex predictions A–CProtein complex abundance changes measured by BC‐PCA compared to mass‐action‐predicted complex abundance changes based on mRNA expression data under the respiratory growth condition (i.e., in ethanol‐containing medium). Each dot represents a protein complex. Predictions were performed using mRNA expression ratios at 0.5 h (A), 1 h (B), and 12 h (C) hours after the shift from glucose to ethanol‐containing media.D, EDistribution of estimates of the proportion of protein complex changes which were explained by mRNA‐based mass action predictions for all interactions (D) and interactions found to be significant under ethanol in BC‐PCA (E). The red solid line represents the median value, and the red dashed lines represent the 5^th^ and 95^th^ percentile values from 4,950 combinations of “noise‐added” randomizations.

We then estimated the proportion of all observations in the BC‐PCA assay that could be explained by the underlying transcriptome response using our model. A direct use of the *r* = 0.46 correlation (explaining ~21% of linear variance) may substantially underestimate the true correspondence between actual binary complex levels and transcription‐based prediction of binary complex levels, given that even a perfect correlation would be degraded by unavoidable experimental measurement error. We therefore simulated a scenario in which mRNA expression explains all binary protein complex abundance changes, but is subject to the observed experimental variability in mRNA and BC‐PCA measurements. In this model, expression levels are subject to the same uncertainty as observed between the 1 and 4 h time points and the resulting modeled BC‐PCA ratios are subject to the observed uncertainty introduced by different biological replicates and DNA barcodes in ethanol (see Materials and Methods). 

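Some complexes lay far from their prediction. FMP45-HXT2 joins a membrane protein whose mRNA rose to a hexose transporter without a detectable change at 4 h. It was predicted at a log2(R) of 3.65 and measured at −0.56. HSP30-HXT5, whose mRNAs both rose, was predicted at 4.00 and measured at −0.12. The recomputed predictions of 4 h explained 19.5% of the linear variance of the 1271 complexes before any correction. The noise came from 3 correlations: 0.857 between the log2 ratios of mean mRNA intensity of 1 and 4 h over the proteins of the pool, 0.932 between UP‐tag replicates and 0.796 between the UP‐ and DOWN‐tags. Replicates simulated with this noise correlated at a median of 0.688 over 4950 pairs. With the noise taken out by the formula of the paper, 21.5% of the linear variance was explained (5th to 95th percentile 16.5 to 27.4%). In data simulated with a true share of 0.4 and noise of known size the formula gave 0.423. The estimate of the noise from replicate correlations was not tested in this way. The DOWN‐tag replicates were not used here, so the replicate noise is that of the UP‐tags. The 1 and 4 h ratios also share the 0 h arrays, which gave a correlation of 0.502 in arrays simulated without any change. The covariance in those arrays was 0.0345, a small part of the 1.17 measured between 1 and 4 h over all genes. With a different 0 h array for each of these times, the measured correlation over all genes was 0.850 or 0.803, depending on the assignment. It was 0.869 with the shared arrays.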

Taking into account experimental error using this approach, we estimate that ~34% of the linear variance in the BC‐PCA assay could be explained by transcriptome changes (Fig EV4D). Alternatively, when we related only the significant binary complex changes under ethanol to the mass action model, we estimated that 47% of significant changes correspond to the underlying transcriptome response (Fig EV4E). 

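Among the complexes found changed in ethanol, HYR1-ALO1 was measured at a log2(R) of 1.25 for a prediction of 1.26. ALO1-UIP4 was measured at 1.14 for 2.20 and SWP1-UIP4 at 0.80 for 2.16. TPO4-PDR12, with a polyamine exporter and an exporter of weak acids whose mRNAs both fell, was measured at −0.86 for −2.19. PGM2-PGM2 is a homodimer of the phosphoglucomutase that interconverts the glucose phosphates of glycogen and trehalose synthesis, and it was measured at 0.91 for 2.29. Over the 368 changed complexes the predictions correlated with the measured log2(R) at r = 0.560, which is 31.4% of the linear variance. With the experimental noise of these complexes taken out, 33.6% was explained (5th to 95th percentile 25.9 to 41.7%). Relative to the spread of the values, the estimated noise is smaller in this set. Its UP‐ and DOWN‐tags correlated at 0.908 and its UP‐tag replicates at 0.964. These complexes were chosen on the measured change itself, with both tags beyond 0.25 on one side. Such a choice by itself can raise r and the correlation of the tags, and by how much was not tested.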

Because of the many approximations used in predicting binary complex level changes, we take both these figures as a conservatively low estimate of the contribution of mRNA to the observed binary complex level changes.

We next sought to determine qualitative accuracy of an mRNA‐based protein–protein interaction predictor, in which binary complexes are more simply predicted to either increase or decrease in level under a given environmental change. 

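FMP45, whose protein belongs to the Sur7 family of membrane proteins, gave 18 of the strongest predicted rises. Of 31 complexes predicted at a log2(R) of 2 or more from the mRNA of 4 h, 18 had accumulated (58.1%, 95% exact binomial interval 39.1 to 75.5%). Another 11 were not changed, and 2, FMP45-HXT2 and MUP1-MUP1, were depleted. Of 47 complexes predicted at −2 or less, 36 were depleted (76.6%, 62.0 to 87.7%), 11 were not changed and none had accumulated. MUP1-INA1 was predicted at −2.02 and measured at −2.46, and SFK1-INA1 at −2.06 and −1.73, with INA1 mRNA lower by 3.45 log2 units at 4 h (adjusted p = 0.00071, limma) but dim at both times. PDR5-PDR5, the homodimer of a multidrug transporter, was predicted at −2.89 and measured at −0.73. Shares of single complexes are not independent, since several of them hold the same protein. When only changed complexes are counted, they were 18 of 20 (90%, 68.3 to 98.8%) and 36 of 36 (100%, 90.3 to 100%). Over all predicted complexes the shares were lower with the mRNA of other times. The accumulated shares were 36.7, 40.7 and 37.5% with the mRNA of 0.5, 1 and 12 h, and the depleted shares 42.6, 45.7 and 67.4%.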

Using a stringent filter for mass‐action‐predicted binary complex abundance change (|log_2_(*R*)| ≥ 2), 75% of predictions of accumulated complexes and 86% of depleted complexes were verified by the BC‐PCA assay (Fig 4B) indicating that the use of mRNA levels can predict accumulated or depleted binary complexes with high specificity during a diauxic shift.

The success of our mRNA‐level‐based predictions is consistent with protein‐centric changes being responsible for many binary complex abundance changes. For example, the mass action model accurately predicted that numerous binary complexes involving the glucose transporter Hxt1 become depleted during respiration, based on Hxt1 transcript levels that were significantly reduced in this condition (Fig 4C). Similarly, the increase in *HSP30* transcript abundance led to the mass‐action‐based model predicting accumulated complexes consistent with our observed data (Fig 4C). These results suggest that the transcriptional regulation of these hubs during the shift from fermentative to respiratory growth influences a large number of protein interaction network changes.

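HXT1 (YHR094C) encodes a low-affinity transporter used at high glucose, and its mRNA was among those that fell most at 4 h. The intensity went from 2908 ± 510 at 0 h to 153 ± 88 at 4 h and 19.0 ± 0.031 at 12 h (SD, n = 2 at each time). The log2 fold change at 4 h was −4.37 (standard error 0.38, adjusted p = 3.7e-05, limma), and it was −3.36 at 0.5 h and −7.25 at 12 h. At 12 h HXT1 is dim, with 5.32% of genes below it, so that fold depends on the background. HXT3, another low-affinity transporter, fell by 4.25 log2 units at 4 h, while HXT5, which is made when glucose is gone, rose by 4.00. The model predicted a loss for all 22 complexes of Hxt1, and 17 of them were called depleted here. Dataset EV4 lists 20 depleted complexes for this hub. The median measured log2(R) was −0.95, with a range from −2.34 (MUP1-HXT1) to −0.13 (HXT1-TCB3). Complexes whose partner's mRNA rose were depleted as well: FMP45-HXT1 was measured at −1.19 for a prediction of −1.42, and HSP30-HXT1 at −0.79 for −4.11. The 5 complexes not called changed here were HXT1-HXT1 (−0.52), HXT1-PDR5 (−0.43), HXT1-MID2 (−0.21), HXT1-VAC8 (−0.17) and HXT1-TCB3. Each of the 22 measured falls was smaller than the predicted one. The sizes are not on one scale, since barcodes measure growth and the model predicts concentrations.

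**Figure D3:**
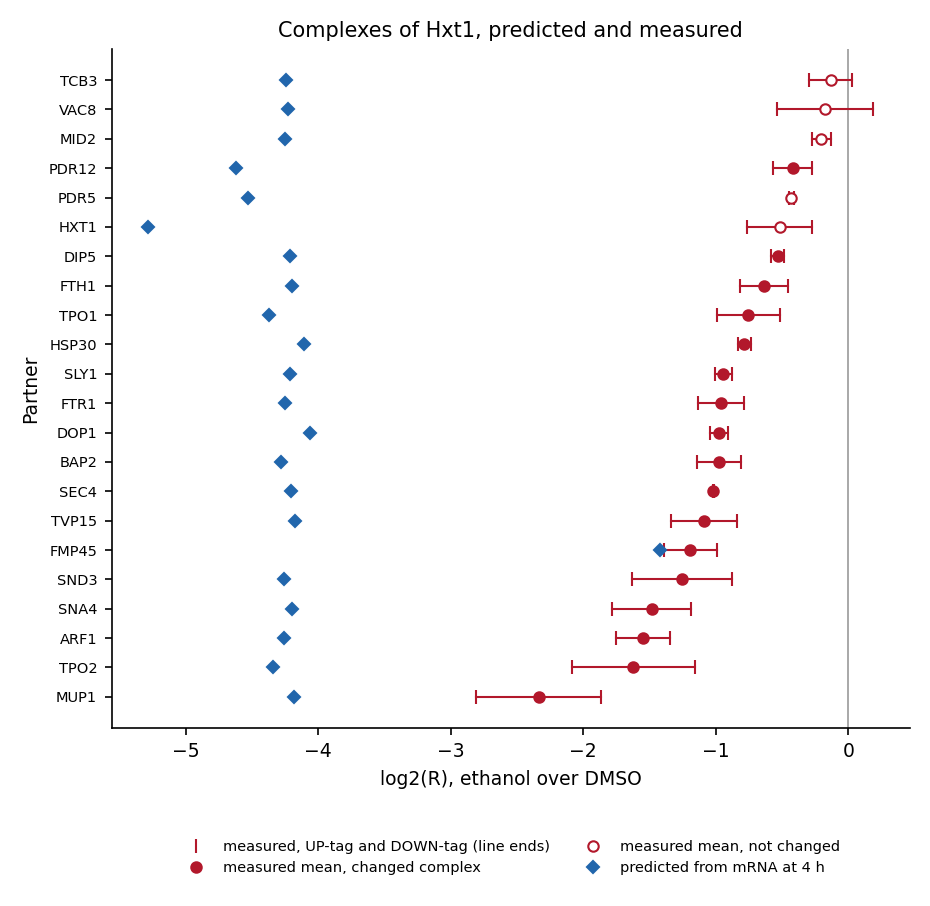
log2(R) in ethanol on the x axis for the 22 complexes of Hxt1, 1 partner to a line on the y axis. Blue diamonds are predictions from the mRNA of 4 h, and red circles are measured means, filled for changed complexes, with line ends at the UP‐ and DOWN‐tag. Measured means lie between −2.34 and −0.13.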

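HSP30 (YCR021C), which encodes a stress-induced protein of the plasma membrane that restrains the proton pump Pma1, was higher at 4 and 12 h. Its intensity was 522 ± 132 at 0 h, 1077 ± 103 at 4 h and 1307 ± 52 at 12 h (SD, n = 2). The log2 fold change was 1.06 at 4 h (standard error 0.22, adjusted p = 0.0044, limma) and 1.35 at 12 h (0.0011). The values at 0.5 h (0.45, adjusted p = 0.10) and 1 h (0.24, adjusted p = 0.36) did not pass. Hsp30 is in 14 complexes here, of which 10 had accumulated and 1, HSP30-HXT1, was depleted. Their median measured log2(R) was 0.61. HSP30-HNM1, with the choline transporter, was measured at 1.91 for a prediction of 0.55. HSP30-FMP45 was measured at 1.18 for 3.65 and YBL029C-A-HSP30 at 0.82 for 1.14. The predicted direction was right for 10 of the 11 changed complexes. The other was HSP30-PDR12, which had accumulated (0.32) for a prediction of −0.31. HSP30-TPO2 (0.24) was not changed, though its partner's mRNA fell.

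**Figure D4:**
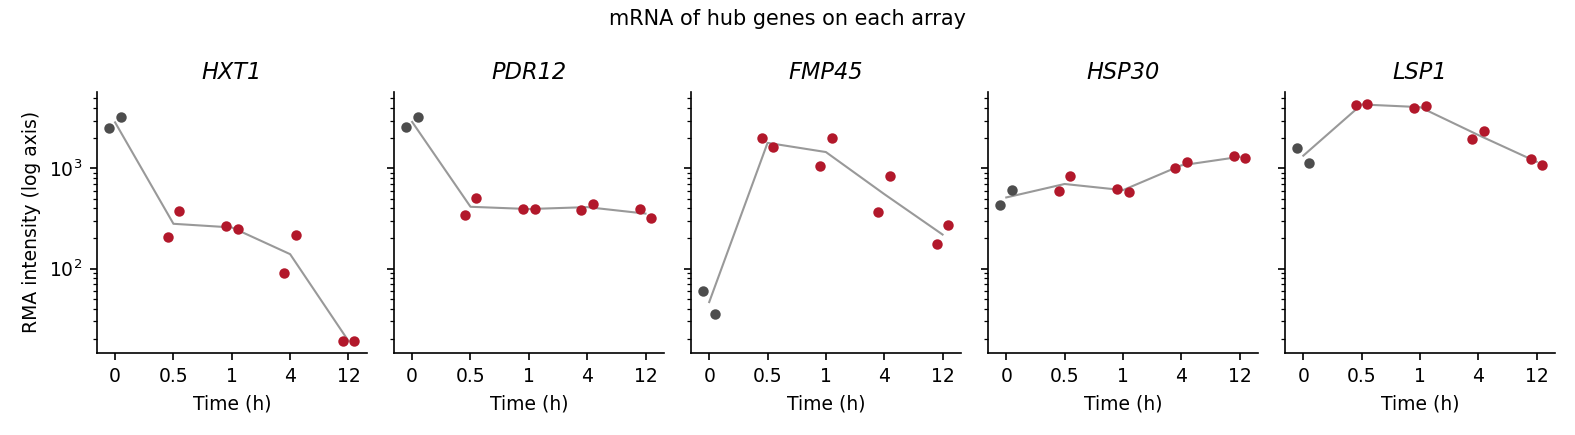
RMA intensity on a log scale (y axis) of HXT1, PDR12, FMP45, HSP30 and LSP1 by time after the shift (x axis), with 1 point per array (grey at 0 h, red later) and a line at the geometric mean of the 2 arrays. HSP30 lies at 429 and 616 at 0 h and at 1004 and 1150 at 4 h.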

We also found binary complex abundance changes which appear to be unrelated to an underlying transcriptome response. For example, Lsp1, a cortical patch protein associated with endocytosis, is a hub in which many interactions were changed that did not correspond to mRNA‐based predictions (Fig 4D). 

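LSP1 (YPL004C), a core component of the eisosome, had an early peak of mRNA and a loss of complexes. Its intensity was 1364 ± 337 at 0 h, 4357 ± 85 at 0.5 h, 2163 ± 250 at 4 h and 1169 ± 108 at 12 h (SD, n = 2). The log2 fold change was 1.70 at 0.5 h (standard error 0.19, adjusted p = 6.6e-05, limma). The 4 h value of 0.68 (adjusted p = 0.019) did not pass without 0 h replicate 2 (0.43, adjusted p = 0.137) or without 4 h replicate 2 (0.56, adjusted p = 0.128). Of the 12 complexes of Lsp1, 5 were depleted and 1 had accumulated. LSP1-YGR130C, with another eisosome protein, was measured at −0.67 for a prediction of 1.81, and YGR130C mRNA had itself risen by 2.02 log2 units at 4 h (standard error 0.21, adjusted p = 0.00011, limma). LSP1-SIS1, with a chaperone of the Hsp40 family, was measured at −0.71 for 0.75, and LSP1-SSD1, with an mRNA-binding protein, at −0.54 for 0.06. LSP1-TPO4, with a polyamine exporter, had accumulated (1.11) for a prediction of −0.81. The direction was right for LSP1-LSO2 (−0.81 for −0.38) and LSP1-MID2 (−0.45 for −0.22), which is 2 of the 6 changed complexes. With the mRNA of 0.5, 1 and 12 h it was right for 3, 2 and 4 of them.

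**Figure D5:**
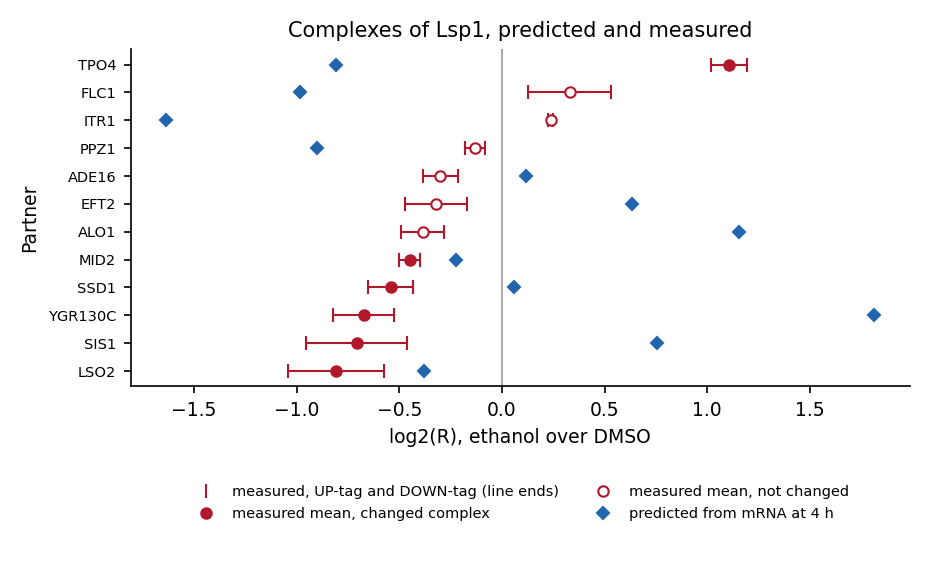
log2(R) in ethanol on the x axis for the 12 complexes of Lsp1, 1 partner to a line on the y axis, with predictions from the mRNA of 4 h (blue diamonds) and measured means (red circles, filled for changed complexes, line ends at the UP‐ and DOWN‐tag). TPO4 lies at 1.11 and LSO2 at −0.81.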

For these binary complexes, many alternative modes of regulation may be possible, such as changes in protein stability, localization, or post‐translational modification (e.g., phosphorylation, Mascaraque *et al*, 2013), although these mechanisms were not investigated here. Given the observation of many concerted hubs in ethanol and that Lsp1 was not observed to exhibit concerted behavior (Fig 3B), we sought to determine whether “concerted” hubs were more consistent with the underlying transcriptome response than other hubs. We found that mRNA‐based predictions were 88% accurate when predicting the direction of significant binary complex abundance changes involving concerted hubs, compared to 72% when predicting binary complex abundance changes involving other hubs (Fig 4E, *P *= 4.8e‐05). Thus, transcriptional change response is a useful predictor for all hubs, but more accurate for hubs with “concerted” binary complex abundance changes. This suggests that transcription is a predominant cause of the concerted hub changes in ethanol and that interaction‐specific changes around other hubs likely diminish its predictive power.

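Most concerted hubs had mRNA that moved the way their complexes did. Concerted hubs are proteins whose complexes lean to one direction in ethanol, which the study tested by comparing the log2(R) of all complexes of a hub with those of all other strains, so the lists are not independent evidence of direction. Of the 8 hubs with accumulated complexes, 5 had higher mRNA at 4 h, with a median log2 fold change of 0.88 (5 when adjusted over the list alone). FMP45 (YDL222C) rose from a dim intensity of 48.0 ± 17.5 to 604 ± 336 (SD, n = 2), and ALO1 (YML086C), the last enzyme of erythroascorbate synthesis, from 339 ± 10 to 759 ± 32 (SD, n = 2). GPA2, a G protein subunit of glucose signalling, was not past the threshold (0.26, adjusted p = 0.49), while 10 of its 20 complexes had accumulated. Of the 8 measured hubs with depleted complexes, 7 had lower mRNA, with a median of −1.52 (7 adjusted over the list alone). PDR12 (YPL058C), an exporter of weak organic acids, fell from 2935 ± 479 to 412 ± 38 (SD, n = 2). ERG25, a sterol demethylase, fell by 1.06 log2 units, and PIS1, which makes phosphatidylinositol and has 0 complexes in the set used here, by 1.65. Of the 57 other hubs 15 were higher and 11 lower, with a median of −0.01 (17 and 11 adjusted over the list alone). The camera adjusted p of these 3 lists was 0.00453, 0.000369 and 0.334, and 0.226, 0.226 and 0.547 with an estimated correlation.

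Among the hubs, PDR12 had 21 changed complexes and 20 with the predicted direction, FMP45 14 and 13, and ALO1 18 and 16. MUP1-PDR12 was measured at −0.85 and ERG25-RBD2 at −1.19. ERG25-ORM2 (−0.40) was depleted for a prediction of 0.74. Over the changed complexes of concerted hubs the predicted direction was right for 117 of 130 (90.0%, 95% exact binomial interval 83.5 to 94.6%). For changed complexes that hold only other hubs it was right for 82 of 120 (68.3%, 59.2 to 76.5%). The difference gave p = 3.2e-05 in a two-sided Fisher's exact test, which treats the complexes as independent. When the label concerted was permuted over the 74 hubs, the difference of 21.7 points gave p = 0.00112 (two-sided permutation test). Of all 368 changed complexes, 52.2% had accumulated, so naming one direction throughout would be right that often.

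**Figure D6:**
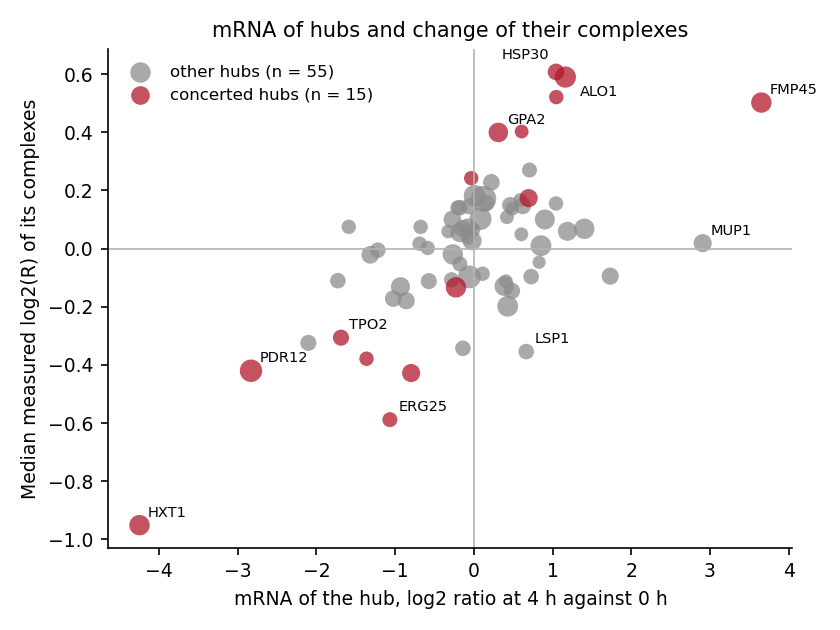
log2 ratio of a hub's mRNA at 4 h over 0 h on the x axis and the median measured log2(R) of its complexes on the y axis, for 15 concerted hubs (red) and 55 other hubs (grey), with point size by number of complexes. HXT1 lies at −4.25 and −0.95.

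From the verified predictions and from Hxt1 and Hsp30, the paper proposes that changes centered on single proteins, through the transcription of hubs, underlie many changes of the network. From the higher accuracy at concerted hubs it proposes that transcription is a predominant cause of their changes, and that changes specific to single interactions lower the accuracy at other hubs. Its case also rests on concerted hubs and network simulations over several conditions. It further rests on the repression of RBD2, after which strains with Rbd2 complexes grew less than other strains.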

### Transcriptional repression of the hub Rbd2 directly affects the abundance of binary protein complexes

To verify an *in vivo* causal relationship between mRNA expression and binary protein complex abundance in at least one example, we implemented a Tet‐inducible CRISPRi system to repress the transcription of a target gene in a controlled manner. In this system, anhydrotetracycline (ATc)‐induced expression of a guide RNA (gRNA) recruits a dCas9‐Mxi1‐repressor fusion protein to a locus of interest (Smith *et al*, 2016, 2017). We attempted to repress several “hub” genes by creating inducible gRNAs targeting their promoters, and validation by quantitative PCR showed that the gRNA targeting the *RBD2* gene displayed the clearest effects (Fig EV5A), with *RBD2* transcripts repressed ~8‐fold (Fig EV5B). The BC‐PCA pool was therefore transformed with a plasmid encoding the *RBD2*‐gRNA and dCas9‐Mxi1 fusion protein and then grown in selective media in the presence or absence of ATc (see Dataset EV2). Collectively, the growth rates of the 32 strains representing Rbd2 binary complexes were significantly reduced compared to other strains in the pool (Fig 4F, *P *= 2.8e‐13), and thus reducing the transcript levels of Rbd2 had clear effects on the abundance of Rbd2‐containing binary complexes. In principle, altering transcript levels could lead to a cascade of perturbations in the PPI networks beyond a protein's first neighbors. However, we found no evidence of this phenomenon for Rbd2's second neighbors (Fig 4F, *P *= 0.41), and therefore, our results are consistent with the predicted effects of concentration changes remaining largely confined to the local network (Maslov & Ispolatov, 2007).

**Figure EV5:**
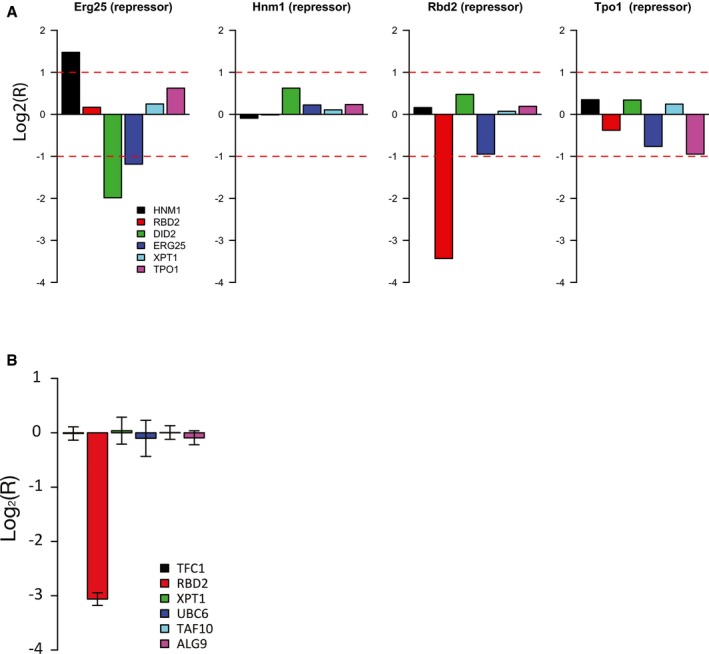
Knockdown of hub transcripts with CRISPRi. Validation of four CRISPRi guide RNAs using quantitative PCR Barplots showing changes in *HNM1*,* RBD2*,* DID2*,* ERG25*,* XPT1*, and *TPO1* transcript levels following expression of catalytically inactive Cas9 fused to the transcriptional repressor Mxi1 (dCas9‐Mxi1), and a guide RNA targeting the *ERG25, HNM1, RBD2, or TPO1* gene locus (as indicated in the title of each plot). Data were normalized using *ACT1* as a control.Selective repression of the *RBD2* locus using CRISPRi. Barplot showing changes in *RBD2*,* TFC1*,* XPT1*,* UBC6*,* TAF10*, and *ALG9* transcript levels following expression of catalytically inactive Cas9 fused to the transcriptional repressor Mxi1 (dCas9‐Mxi1), and a guide RNA targeting the *RBD2* gene locus. Data were normalized using *ACT1* as a control. The mean of three independent replicates is plotted, and error bars represent the standard deviation.

## Discussion

Here, we described the multiplex *in vivo* measurement of 1,379 protein–protein interactions in 14 environmental conditions, to our knowledge the most extensive direct study of how protein interaction networks respond dynamically to extrinsic environmental perturbations. The most striking finding was the prevalence of dynamic binary complexes. More than half of the PPIs we considered (757 of 1,379) responded to at least one perturbation. The environmental perturbations that yielded the largest number of changes relative to our reference condition were respiratory growth in ethanol, heat shock, oxidative stress, and DNA damage. That these responses were the most profound might have been expected, as these conditions are likely to have been frequently experienced in the evolutionary history of yeast (Gasch & Werner‐Washburne, 2002; Gasch, 2007), allowing for selection and maintenance of a complex adaptive regulatory strategy. We observed that proteins with certain functions were more likely to participate in dynamic binary complexes. For example, proteins localized to the plasma membrane were enriched for participation in dynamic binary complexes, consistent with known plasma membrane protein changes in response to salt stress (Szopinska *et al*, 2011), and more generally to the known role of transmembrane gene families such as the ABC transporters in the stress response (Jungwirth & Kuchler, 2006). Although some dynamics were to be expected, we were surprised by the widespread nature of the phenomenon.

Functional analysis of PPIs that changed in specific conditions revealed both known and novel relationships. For example, the immunosuppressant FK506 enhanced the interaction between drug‐efflux pumps (such as Pdr5 and Snq2) as previously described (Schlecht *et al*, 2012). Here, we found that binary complexes involving Yor1 (a multidrug transporter homologous to the human cystic fibrosis transmembrane receptor) also accumulated in FK506. Among the novel chemical‐dependent changes we identified here was the depletion of binary complexes involved in yeast's lipid metabolic process by atorvastatin, an inhibitor of HMG‐CoA reductase and a widely used cholesterol‐lowering drug (Endo, 1992). In some cases, the changed interactions had a clear relationship to the environmental perturbation. For example, growth in methionine‐supplemented media led to depletion of binary complexes containing the methionine permease Mup1, as well as other proteins important for methionine metabolism.

The patterns of PPI changes we observed, such as concerted “hub‐centered” binary complex abundance changes, were consistent with a model wherein numerous PPI changes occur as a result of alterations in a single or small number of proteins. This suggests that control at the protein level (as opposed to the interaction level) is particularly important for understanding PPI network rewiring. Future analyses might yield an expanded view of dynamic PPI modularity. For example, using co‐expression data, hub proteins have been divided into “party” and “date” hubs based on the degree of co‐expression with their partners (Han *et al*, 2004). Party hubs are predicted to interact with all their partners at the same time and space, whereas date hubs are predicted to interact with their partners at different times and/or spaces. More extensive dynamic interaction analysis may reveal distinct roles for these two different hub types in PPI modulation.

We found a striking correlation between transcript abundance and binary protein complex abundance changes during a carbon source shift from glucose to ethanol, which we estimate to explain ~47% of the observed changes. This observation systematically extends the small number of examples of expression‐dependent interactions previously described in other environments (Schlecht *et al*, 2012). While we found a strong concordance between mRNA expression and binary complex levels during a diauxic shift, this relationship may vary depending on the condition. Changes in protein localization may have the capacity to impact complex levels more than changes in total protein abundance (Levy *et al*, 2014). Indeed, Rochette *et al* (2014) observed that the effects of methyl methanesulfonate (MMS) on differential localization explained more modulated PPIs than did differential protein abundance, although both had significant explanatory power. The recent availability of high‐throughput conditional protein localization and abundance data (Chong *et al*, 2015) should allow a straightforward extension of a mass‐action‐based model (guided by BC‐PCA experiments in the same conditions) that accounts for changes in co‐localization (as well as expression) to explain dynamic protein complexes.

Identifying cases where transcription does not play a direct role may be of special interest in investigating other mechanisms of binary complex abundance changes. For example, we found that mRNA levels in ethanol were not predictive of binary complex abundance changes involving Lsp1 (Fig 4D). This assay could be used to prioritize investigations of post‐translational modification [such as phosphorylation in the case of Lsp1 (Mascaraque *et al*, 2013)] on the observed binary protein complex abundance changes.

One strong feature of our assay is the small culture volume (700 μl), which enables interrogation of a large number of conditions (including small molecules that are available only in limited quantities) in parallel. The assay is also readily amenable to next‐generation sequencing approaches that quantify molecular barcode sequence abundance (Smith *et al*, 2009, 2010), which could further enhance assay throughput and resolution. More broadly, the pooled format makes it straightforward to perform direct manipulations and investigate the resulting PPI changes. For example, we were able to directly relate transcription changes to PPI changes using a CRISPRi‐based approach and found that the down‐regulation of the *RBD2* gene led to a specific loss of many direct interactions of its gene product. Combining BC‐PCA with targeted transcriptional repression could be used to systematically validate quantitative predictions of transcriptionally mediated network effects. Such an approach could be used, for example, to study the architecture of large complexes by altering constituent protein levels in a controlled manner (Diss *et al*, 2013), in understanding gene knockdown and overexpression phenotypes, and ultimately to predict downstream functional consequences of altered gene expression.

A limitation of our assay is that we are restricted to a set of PPIs known in a “standard” reference condition. While our assay is able to determine both accumulation and depletion of interactions within this standard set, condition‐specific interactions where the interaction is undetectable in the reference were beyond the scope of this study. The large number of dynamic binary complexes we identified suggests that condition‐specific interactions are prevalent. Finding such interactions will require further improvements in the scalability of PCA, as performing a separate exhaustive screen in every condition tested using the current approach is not feasible. Another limitation is that the mDHFR PCA uses survival and growth as a readout of PPIs. Thus, while it can be used to understand overall binary protein complex abundance changes, it may not capture highly transient dynamic interactions. Applying BC‐PCA with variants based on reversible fluorescence and performing selection using cell sorting may enable multiplexed analysis of transient interaction changes (Remy & Michnick, 1999; Morell *et al*, 2008; Li *et al*, 2014; Tchekanda *et al*, 2014).

The *in vivo* nature of BC‐PCA should readily allow future integration of genome‐scale phenotype data to global protein–protein interaction remodeling. The apparent prevalence of “protein‐centric” changes strongly warrants the investigation of other phenomena such as differential localization and post‐translational modification. Ultimately, this may guide the understanding of *in vivo* PPI remodeling principles.

## Materials and Methods

### Media and growth conditions

Rich media (YPD) consisted of 1% yeast extract, 2% bactopeptone, and 2% glucose. Minimal media contained 1.7 g yeast nitrogen base, 20 g dextrose, 5 g ammonium sulfate, 50 mg histidine, 50 mg leucine, 20 mg uracil per liter (non‐selective media). This media was supplemented with 100 μg/ml methotrexate (MTX) to select for binary protein complexes (selective media). Isogenic cultures (100 μl) were inoculated at a concentration of 0.02 OD_600_/ml and grown in 96‐well microtiter plates at 30°C. Optical density was measured every 15 min over the course of several hours (as indicated in graphs) using a GENios microplate reader (Tecan). The growth rate of a strain was calculated as follows: (i) the first 10 OD readings were averaged and subtracted from all OD readings of the corresponding curve in order to set the baseline of the growth curve to zero, (ii) the area under the curve (AUC) was then calculated as the sum of all OD readings. 300 reads (corresponding to 75 h) were used to verify previously published PCA strains in Fig EV1. In Fig EV2, where we compared the growth rate of each strain in the presence of condition to a control, a relative growth value was calculated as follows: (AUC_condition_−AUC_control_)/AUC_control_.

### Chemical reagents and environmental conditions

FK506 (catalog no. 10007965) was purchased from Cayman Chemical. Methotrexate (catalog no. M4010), doxorubicin (catalog no. D1515), d‐sorbitol (catalog no. S1876), l‐methionine (catalog no. M‐9625), copper(II) sulfate (catalog no. 451657), sodium chloride (catalog no. S7653), anhydrotetracycline hydrochloride (catalog no. 37919), hydrogen peroxide solution (catalog no. 216763), atorvastatin calcium salt trihydrate (catalog no. PZ0001) were purchased from Sigma‐Aldrich. A full description of environmental conditions is listed in Dataset EV1.

### PCA pool construction and microarray experiments

We purchased the Yeast Interactome Collection (YSC5849) from Open Biosystems and used it as a source of mDHFR‐tagged strains. We chose 2,394 of the 2,770 PCA‐PPIs published in (Tarassov *et al*, 2008) and cherry‐picked the corresponding *MAT*a (mDHFR‐F[1,2]‐NatMX fusions) and *MAT*α (mDHFR‐F[3]‐HphMX fusions) strains. The *MAT*a strains were mated individually with their *MAT*α partner strains on high‐density arrays using a Singer ROTOR robot. Diploids were selected on rich media supplemented with hygromycin B and nourseothricin. To determine the growth rate of each individual strain, we monitored optical density of isogenic cultures in selective media for 75 h using a GENios microplate reader (Tecan). The growth rate was calculated as the area under the curve (AUC) as described above. Strains with AUC > 8 were defined as hosting a binary protein complex; 1,701 strains passed this step. The corresponding 1,701 *MAT*a strains, as well as several additional strains of interest, were then tagged with unique barcodes by integrative transformation into the HO‐locus. A small number of PPIs were also tagged with two different barcodes. Barcodes were constructed as described previously (Schlecht *et al*, 2012). Tagged strains were then mated individually with their *MAT*α partner strains on high‐density arrays using a Singer ROTOR robot, and diploids were selected on minimal media lacking methionine and lysine. 1,432 strains, representing 1,428 unique interactions, were successfully transformed and mated. To construct the pool of BC‐PCA strains, all colonies were scraped off plates and resuspended in YPD. Aliquots of the pool were kept as frozen stocks (OD_600_/ml = 9). Frozen aliquots of the pool were recovered for 10 generations in non‐selective media, and then cells were diluted in selective and non‐selective media to an OD_600_/ml of 0.02. Cells were then grown in the presence of DMSO (1%), a compound, or a specific condition (a panel of 14 perturbations in total) in 700 μl cultures in a 48‐well microplate. After three pool doublings, cells were harvested and pellets stored at −20°C. Genomic DNA was extracted with the YeaStar Genomic DNA kit (Zymo Research, catalog no. D2002) and using the QIAXtractor (Qiagen). PCR‐amplification of barcodes and hybridization to Genflex tag 16k arrays (Affymetrix) were performed as described previously (Suresh *et al*, 2016).

### Identification of dynamic binary protein complexes

All cells carry two tags that hybridize to the Genflex tag 16k array, an “UP‐tag” and a “DOWN‐tag”. From each array, we extracted the fluorescence intensity values for every UP‐tag and DOWN‐tag associated with the 1,432 strains in the barcoded PCA pool. These raw fluorescence values were quantile‐normalized and then log_2_‐transformed using the normalize.quantiles function of the preprocessCore package in R. Quantile normalization was performed separately for UP‐tags and DOWN‐tags, as these samples were PCR‐amplified separately and therefore may contain a different amount of labeled nucleic acid material (Suresh *et al*, 2016). Fourteen experimental conditions were measured in duplicate, and the control condition (DMSO) was measured with six replicates. To calculate a log_2_‐ratio between the control and experimental condition (log_2_(*R*)), the mean of the six control replicates was subtracted from the mean of the two treatment replicates. This log_2_‐ratio was calculated separately for UP‐ and DOWN‐tags. A moderated *t*‐statistic was then calculated using the R package LIMMA, and the derived *P*‐values were further converted to *q*‐values using Benjamini and Hochberg false discovery rate (FDR) correction using the *P*.adjust function in R. A separate *q*‐value was calculated for UP‐ and DOWN‐tags.

PCA strains with a significant increase in their tag abundance in response to an experimental condition were identified using *q*‐value < 0.05 (for both UP‐tag and DOWN‐tag) and log_2_(*R*) > 0.25 (for both UP‐ and DOWN‐tag) as cutoffs. PCA strains with a significant decrease in tag abundance were identified using *q*‐value < 0.05 (for both UP‐tag and DOWN‐tag) and log_2_(*R*) < −0.25 (for both UP‐ and DOWN‐tag) as cutoffs. The complete list of *q*‐values and *R* values for all experimental conditions is provided in Dataset EV2. CEL files are available via the NCBI's Gene Expression Omnibus under accession number GSE72425.

### Identification of PCA‐fragment tag effects

In order to systematically account for cases where the presence of the mDHFR‐fragment interferes with the function of the tagged protein, we included control cultures grown in the same 14 environmental conditions but in non‐selective media. These control experiments were also performed in duplicate. To identify problematic strains, we chose the same cutoffs for log‐ratios (log_2_(*R*) > 0.25 or log_2_(*R*) < −0.25 for both UP‐ and DOWN‐tags, in the same direction) and statistical significance (*q*‐values < 0.05 for both UP‐ and DOWN‐tags) as above. We identified several strains meeting these criteria, indicating that in these strains, the protein tags had heterozygous condition‐dependent effects on growth. In most conditions, the number of such cases was small (i.e., < 2% of all strains in the pool were affected); however, growth in ethanol as an alternative carbon source and the exposure to hydrogen peroxide identified a larger number of strains with significant changes in growth rate in non‐selective media. In most cases, the introduction of the PCA fragment led to a decrease in growth rate. From each condition, we excluded from further analysis all complexes that were found to elicit a condition‐specific fitness effect in the absence of methotrexate selection (Dataset EV2). In total, 176 of 1,383 strains displayed a selection‐independent growth change in at least one condition (Dataset EV2). In addition, we also excluded all binary protein complexes containing a specific F[1,2]‐ or F[3]‐fragment if that fragment occurred more than once in the list of strains that displayed a selection‐independent growth change. For example, 16 of the 25 strains containing HNM1‐F[1,2] showed a significant growth defect in ethanol without the presence of MTX. Therefore, all 25 HNM1‐F[1,2] containing strains were excluded from the ethanol dataset from further analysis. These strains are listed in Dataset EV2 (in the excluded –MTX tab) and are marked as “by association”.

### Hierarchical clustering

For the cluster analysis in Fig 1A, we included all 757 complexes which displayed a significant change in complex abundance (i.e., log_2_(*R*) > 0.25 or log_2_(*R*) < −0.25 for both UP‐ and DOWN‐tags, and *q*‐value < 0.05 for both UP‐ and DOWN‐tags) in at least one of the conditions. Clustering along both experiment and PPI axes was performed on log_2_(*R*) values (averaged UP‐ and DOWN‐tags) using Gene Cluster 3.0 and Java Treeview. For hierarchical clustering, experiment and gene data were first median‐centered and then clustered using the Correlation (uncentered) similarity metric and average linkage clustering.

### GO term enrichment analysis

To analyze GO term enrichment among frequently perturbed interactions (changing in four or more conditions), we took the set of genes connected to complexes which participated in these interactions, and used the set of all genes in the pool as the background set.

For GO analysis in each condition, we took the set of genes connected to complexes which had changed interaction strength in a desired direction in a given condition (either accumulated or depleted) and then ranked the genes by the effect size (maximum |log_2_(*R*_DOWNtag_)+log_2_(*R*_UPtag_)| of its significantly changed interactions in the desired direction) in decreasing order, with ties shuffled. The background was taken as the set of genes participating in any non‐excluded interaction measured in that condition.

All GO enrichment analyses were performed using the FuncAssociate 2.1 web service (Berriz *et al*, 2003; Berriz *et al*, 2009), which takes as input list of genes (ranked or unranked) and calculates significance of enrichment for each GO term by comparing the observed nominal *P*‐value from a hypergeometric test for that GO term with the most significant nominal *P*‐value observed from any GO term using a either random collections of genes (when performing an unranked test) or randomly ranked lists of similar size (when performing a ranked test), drawn from the same background set of genes. The following parameters were used in the FuncAssociate 2.1 webserver: The GO association file was taken from the provided *Saccharomyces cerevisiae* annotations in the sgd_systematic namespace with default evidence codes (EXP, IDA, IPI, IMP, IGI, IEP, ISS, ISO, ISA, ISM, IGC, RCA, TAS, NAS, IC, IEA). For each query, 10,000 iterations were used, with an adjusted significance cutoff of *P*_adj (*q*) < 0.05. The search was only performed for over‐represented terms.

### Dynamic subnetwork simulations

In Fig 3C, we generated random dynamic subnetworks for each condition by sampling from the set of all measured BC‐PCA interactions in that condition with different sampling procedures that yielded varying proportions of protein‐centric and interaction‐specific effects and examined which procedure yielded random dynamic subnetworks that were the most consistent with the largest component sizes observed in our data. To this end, we performed iterative random sampling in which the number of accumulated, depleted, and unchanged interactions observed in a certain condition were generated using a combination of two models: protein centric (referred here as “node‐based”) and interaction specific (referred here as “edge‐based”). In each scenario, a given number of interactions were first sampled using the node‐based method, and the remainder were then sampled using the edge‐based method.

We used a node‐based sampling procedure in which a random protein in the network (i.e., a node) is first proposed to have all of its interactions change in a given direction. If these proposed changes would not cause the simulation to exceed the desired number of node‐based dynamic interactions in that direction, they are accepted and the dynamic subnetwork is modified. Otherwise, another node is chosen at random until this condition is satisfied. After successfully sampling one node, the simulated direction is switched (e.g., from “accumulated” to “depleted”) and this process is repeated until the desired number of both accumulated and depleted interactions are sampled. If the limit of dynamic interactions in a given direction has been reached, further sampling steps in that direction are skipped. If at any point in this sampling process there is a conflict in the assigned direction (i.e., an interaction was previously assigned to change in one direction but the current sampling step assigns the opposite direction), then the most recent assignment takes precedence.

For “edge‐based” sampling methods (referred to as “interaction‐specific” sampling in the text), the desired number of accumulated and depleted interaction labels is assigned uniformly at random to existing edges. In scenarios involving a combination of the two models, “edge‐based” interactions are randomly assigned to the list of static edges in the network (i.e., those which were not already sampled using the “node‐based” method).

After successfully simulating a dynamic subnetwork using the desired sampling method(s), the largest connected component (defined as the number of nodes in the largest subgraph such that any two proteins in that subgraph can be connected by dynamic interactions of the same sign) was determined using the igraph package in R for both the accumulated and depleted dynamic subnetworks. The size of the largest connected component (“largest component size”) in each of 1,000 simulated networks was determined separately for accumulated and depleted interactions. From simulations, we extracted the 5 percentile and 95 percentile values for both accumulated and depleted subnetworks. This allowed us to indicate cases where an observed network was consistent with simulations; that is, they had largest component sizes that fell between these values for both accumulated and depleted subnetworks (Fig 3C, gray shading). Cases where the observed network behavior was inconsistent are indicated (Fig 3C; orange if either observed largest component exceeds 95 percentile or blue if either observed largest component falls below 5 percentile). For both accumulated and depleted interactions, departure of a simulation from observation was measured by difference between the percentile of the observed largest component size and 50 percentile. The most consistent simulation overall was taken to be that which minimized the largest departure observed for accumulated and depleted interactions (Fig 3C). The same analysis was repeated for Fig 3D using overall graph density rather than component size as a comparison metric to the BC‐PCA data. Graph density was measured as 2|*E*|/|*V*|(|*V*|−1) where |*E*| is the number of complex changes in a given direction and |*V*| is the number of nodes participating in at least one complex change in that direction.

### Analysis of binary protein complexes containing hub proteins

For the analysis depicted in Fig 3B, we first defined 74 “hubs” as proteins having 10 or more interaction partners in the network. Binary complexes containing a hub protein were then identified. In order to systematically define “directional bias”, we first extracted the log_2_(*R*) values (for both UP‐ and DOWN‐tag) measured in the 14 conditions for binary complexes involving these hubs. For each UP‐ and DOWN‐tag pair corresponding to a given interaction, we used the log_2_(*R*) value which was closest to zero as a conservative measure of change in binary complex level. For each hub in each condition, we then compared the conservative log_2_(*R*) values associated with that hub to all other conservative log_2_(*R*) values. For example, in the case of Hxt1, a protein that is present in 23 interactions in the network (represented by 23 strains), the conservative log_2_(*R*) values of these 23 strains were compared to the conservative log_2_(*R*) values of the remaining 1,360 strains in each condition. A Mann–Whitney *U*‐test was performed comparing these two log_2_(*R*)‐value distributions. The derived *P*‐values were corrected for multiple testing using the *P*.adjust function in R with the BH correction method. Figure 3B plots the directional bias of 50 hubs showing bias in at least one condition (*q* < 0.05 for both “complex depletion bias” and “complex accumulation bias”).

### Quantitative RT‐PCR experiments

RNA was extracted from BC‐PCA pool strains transformed with CRISPRi plasmids targeting the RBD2 locus. An overnight culture of the pool was diluted to an OD_600_/ml of 0.03 and grown for 24 h in minimal media supplemented with leucine and histidine and in the presence or absence of 250 ng/ml anhydrotetracycline (ATc). Cultures (5 ml) were then harvested, and total RNA was extracted using the RiboPure‐Yeast kit (Ambion, catalog no. AM1926). cDNA was synthesized in 20 μl reactions using the High‐Capacity RNA‐to‐cDNA Kit (Applied Biosystems, catalog no. 4387406) and then diluted 10‐fold using nuclease‐free water. Primers for quantitative PCR were designed using primer3; the program's default settings were used to select primers that produced 75‐ to 125‐bp amplicons. Quantitative PCR mixes (10 μl) contained 1× SYBR Green PCR Master Mix (Applied Biosystems, catalog no. 4309159) and 5 μM of each primer. Data were collected and analyzed on a StepOne Real‐Time PCR System (Applied Biosystems). Ct‐values report the cycle at which SYBR fluorescence crosses a threshold; the threshold was automatically set at a point within the exponential phase of the PCRs. Gene‐specific differences in *C*_t_‐values were calculated by subtracting *C*_t_[ATc;gene] − *C*_t_[DMSO;gene] (Δ*C*_t_[ATc;gene]) and normalizing against the Δ*C*_t_ for the control gene *ACT1* (Δ*C*_t_[ATc;*ACT1*]). Ratios reported were calculated from this equation:

$$2^{\left(\left(\Delta C_{t}\left[\mathrm{ATc};ACT1\right]\right)-\left(\Delta C_{t}\left[\mathrm{ATc};\mathrm{gene}\right]\right)\right)}.$$

### Total RNA isolation, cDNA target synthesis, and GeneChip hybridization

For the expression time course experiment described in Fig 4, a PCA pool culture was grown overnight in non‐selective media and then resuspended in selective media containing ethanol instead of dextrose as the sole carbon source. 10 ml aliquots were then harvested at 0, 0.5, 4, and 12 h, and total RNA was extracted from these samples using the RiboPure‐Yeast kit (Ambion, catalog no. AM1926). cDNA was synthesized in 10 μl reactions containing 1 μg/μl total RNA, 12.5 ng/μl Oligo(dT)12–18 primer (Invitrogen, catalog no. 18418‐012), 15 units/μl SuperScript II (Invitrogen, catalog no. 18064‐014), 1× First Strand Buffer, 10 mM DTT, and 10 mM dNTPs (Invitrogen, catalog no. 18427013). After the RNA and primers were denatured for 10 min at 70°C, the remaining reagents were added, and the reaction was incubated at 42°C for 60 min. To remove the RNA template, two units of RNase H were then added and the mix was incubated at 37°C for 20 min and then at 95°C for 5 min. Quality of total RNA and cDNA was monitored using RNA Nano 6000 chips processed using the 2100 BioAnalyzer (Agilent). 220 μl hybridization cocktail containing heat‐fragmented and biotin‐labeled cDNA at a concentration of 0.05 μg/μl were injected into GeneChips and incubated at 45°C on a rotator in a Hybridization Oven 640 (Affymetrix) overnight at 60 rpm. The arrays were washed and stained with a streptavidin–phycoerythrin conjugate (SAPE; Molecular Probes). The Gene Chips were processed in a GeneArray Scanner (Agilent) using the default settings. CEL files containing the raw data were computed from DAT array image files using the statistical algorithm implemented in MAS 5.0 (Affymetrix). Log_2_‐transformed raw data were preprocessed (background adjustment, normalization, and summarization of probe sets) by using the Robust Multiarray Analysis (RMA) package from BioConductor. CEL feature‐level data are available via the NCBI's Gene Expression Omnibus under accession number GSE72425.

### Predicting protein complex levels and complex level abundance changes using gene and protein expression

In order to predict the change in each protein complex using gene and protein expression, we modeled every complex as binary and acting independently. We took the resting total cellular concentration of two proteins (*C*_*P*1_, *C*_*P*2_) in a complex as the value reported in PaxDB (Wang *et al*, 2012; values given are in ppm). When no concentration was available, the median genomewide value was used instead. Using a previously established approach (Maslov & Ispolatov, 2007), we modeled the dissociation constant (*K*_*d*_) of each complex to be proportional to the maximum total concentration of the proteins in the complex max(*C*_*P*1_, *C*_*P*2_)/20. Using the law of mass action $K_{d}=\frac{\left(C_{P1}-C_{P1::P2}\right)\left(C_{P2}-C_{P1::P2}\right)}{C_{P1::P2}}$, an expression can be made in terms of the predicted complex concentration *C*_*P*1::*P*2_:

$$C_{P1::P2}=\frac{1}{2}\left(-\sqrt{C_{P1}^{2}-2C_{P1}\left(C_{P2}-K_{d}\right)+{\left(C_{P2}+K_{d}\right)}^{2}}+C_{P1}+C_{P2}+K_{d}\right).$$

In the limit where *K*_*d*_ approaches 0, this reduces to:

$$\begin{array}{cc} \lim_{K_{d}\to 0}C_{P1::P2} & =\frac{1}{2}\left(-\sqrt{C_{P1}^{2}-2C_{P1}C_{P2}+C_{P2}^{2}}+C_{P1}+C_{P2}\right)\\ & =\frac{1}{2}\left(-\sqrt{{\left(C_{P1}-C_{P2}\right)}^{2}}+C_{P1}+C_{P2}\right)\\ & =\frac{1}{2}\left(C_{P1}+C_{P2}-\left|C_{P1}-C_{P2}\right|\right)\\ & =\text{min}(C_{P1},C_{P2}). \end{array}$$

In Fig EV1C, min(*C*_*P*1_, *C*_*P*2_) was used to approximate an estimated protein complex level for direct comparison to Freschi *et al* (2013). In Figs 4 and EV4, the full formula for *C*_*P*1::*P*2_ was used to estimate $C_{P1::P2_{\mathrm{EtOH}}}/C_{P1::P2_{\mathrm{DMSO}}}$ as the predicted ratio of each complex based on the mRNA expression data. To estimate $C_{P1::P2_{\mathrm{EtOH}}}$, we first estimated a concentration ratio (*R*) of each protein under a diauxic shift (“EtOH”) from the mRNA expression data according to the change in processed fluorescence intensity (*I*) from the control condition (“DMSO”), such that $R_{P1}=I_{\mathrm{mRNA}1_{\mathrm{EtOH}}}/I_{\mathrm{mRNA}1_{\mathrm{DMSO}}}$ and $R_{P2}=I_{\mathrm{mRNA}2_{\mathrm{EtOH}}}/I_{\mathrm{mRNA}2_{\mathrm{DMSO}}}$. *R* was assigned as 1 for proteins with missing mRNA expression measurements in either condition. Then, *R*_*P*1_ *C*_*P*1_ was assigned as $C_{P1_{\mathrm{EtOH}}}$ and *R*_*P*2_ *C*_*P*2_ was assigned as $C_{P2_{\mathrm{EtOH}}}$ to calculate $C_{P1::P2_{\mathrm{EtOH}}}$. Strains with a lack of barcode correspondence (|log_2_(*R*_UPtag_)−log_2_(*R*_DOWNtag_)| > 1) were excluded in Figs 4 and EV4.

### Precision of protein complex abundance estimates from our mass action model

Even perfectly accurate and precise predictions of protein complex abundance will exhibit imperfect correlation with observation, because of experimental measurement error in both expression and BC‐PCA data. To isolate errors intrinsic to the model from those caused by experimental variation, we carried out a multistep analysis. First, we estimated experimental error in both expression and BC‐PCA data. Second, we used a generative model to produce “noise‐added” BC‐PCA data by: (i) adding experimental error to the observed expression data to produce replicates of simulated expression data; (ii) using our mass action model to generate a predicted BC‐PCA dataset from each simulated expression dataset; and (iii) adding experimental error to each replicate predicted BC‐PCA dataset. Correlation was then measured between “noise‐added” PCA replicates. Separately, we used the expression data more directly to predict BC‐PCA data from our mass action model and measured correlation between predicted and observed BC‐PCA data. Disagreement between prediction and observation stems from model inaccuracy as well as errors in expression and BC‐PCA data. By contrast, disagreement between “noise‐added” BC‐PCA datasets depends only on errors in expression and BC‐PCA data. Thus, the extent to which correlation between prediction and observation is lower than correlation between “noise‐added” replicate BC‐PCA data allowed us to estimate intrinsic model error.

In order to create “noise‐added” BC‐PCA data, the first goal was to figure out how much noise to add in steps (i) and (iii) so that it reasonably reflects the uncertainty in the experiment. Intuitively, the experimental noise at each step can be estimated using the correlation between two replicate observations. If we treat the correlation between two replicate observations as reflecting the correspondence between two noisy measurements of an “ideal” variable *X* with random error ε_1_ and ε_2_, then we can derive the amount of error to add to X in order to achieve the observed correlation *ρ*(*X* + *ε*_1_, *X* + *ε*_2_). The correlation between two measurements of an “ideal” variable *X* with random errors ε_1_ and ε_2_ such that $\sigma_{\varepsilon_{1}}=\sigma_{\varepsilon_{2}}$ is

$$\rho \left(X+\varepsilon_{1},X+\varepsilon_{2}\right)=\frac{\text{cov}(X+\varepsilon_{1},X+\varepsilon_{2})}{\sigma_{X+\varepsilon_{1}}\sigma_{X+\varepsilon_{2}}}=\frac{\sigma^{2}X}{\sigma^{2}X+\sigma_{\varepsilon_{1}}^{2}}.$$

Thus, the amount of normally distributed error to add to “reference” experimental data in our simulation such that two noisy observations are expected to have the same correlation as seen in the experiment is:

$$\sigma_{\varepsilon_{1}}=\sigma_{X}\sqrt{\frac{1}{\rho (X+\varepsilon_{1},X+\varepsilon_{2})}-1}.$$

In step (i), the simulation takes gene expression ratio as input for each protein complex pair. We used the log_2_‐transformed expression ratio between *t* = 0 h and *t* = 4 h under ethanol as the reference (*X*) to which noise was added. In order to estimate the amount of noise to add to this input using the above formula, we used the correlation between the *t* = 1 h and *t* = 4 h ratios, as these observations had the most correspondence to each other. In step (ii), the model then takes these “noisy” expression ratios (as well as an estimate of resting concentrations for each protein, to which we did not simulate any error) to give an estimated PCA output. In step (iii) we then take the output from this model and use the same approach as in (i) to add normally distributed error to the output of the model. In this case, however, the error reflects both the experimental error introduced by biological variability (by taking the observed correlation between the two replicates for the same DNA tag) and DNA tag variability (by taking the observed correlation within the same replicate, using different DNA tags). To determine the distribution of our estimates, we simulated 100 “noise‐added” replicates and performed a pairwise correlation for all $\left(\begin{array}{c} 100\\ 2 \end{array}\right)$ = 4,950 combinations, each of which estimate $\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}.$

Given a distribution of estimates for $\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}$, our second goal was to estimate the “intrinsic” model correspondence to the data $\rho_{\left(X,X+\varepsilon_{\mathrm{mod}}\right)}^{2}$. For this estimate, we use the difference between the correlation of “noise‐added” PCA datasets (which depends only on experimental errors) and a difference in correlation between the model predictions and observed experimental output (which depends both on experimental errors and intrinsic model errors). The correlation of a variable *X* compared to the same variable with added random error (*X* + ε) can be expressed as $\rho_{\left(X,X+\varepsilon \right)}^{2}=\frac{\sigma^{2}X}{\sigma^{2}X+\sigma_{\varepsilon }^{2}}$. Using this definition, we can partition the total error variance $\sigma_{\varepsilon }^{2}$ into the variance introduced by experimental error ($\sigma_{\varepsilon_{\exp}}^{2}$) and the residual variance, which we take in this case to be introduced by the “true” lack of model correspondence $\left(\sigma_{\varepsilon_{\mathrm{mod}}}^{2}\right):\sigma_{\varepsilon_{\mathrm{total}}}^{2}=\sigma_{\varepsilon_{\exp}}^{2}+\sigma_{\varepsilon_{\mathrm{mod}}}^{2}$, so that $\rho_{\left(X,X+\varepsilon_{\mathrm{mod}}\right)}^{2}=\frac{\sigma^{2}X}{\sigma^{2}X+\sigma_{\varepsilon_{\mathrm{total}}}^{2}-\sigma_{\varepsilon_{\exp}}^{2}}$. Using these relationships, it is possible to restate $\rho_{\left(X,X+\varepsilon_{\mathrm{mod}}\right)}^{2}$ as a comparison of the “noise‐added” PCA correlation $\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}$ and the overall model correspondence to the data $\rho_{\left(X,X+\varepsilon_{\exp}+\varepsilon_{\mathrm{mod}}\right)}^{2}$:

$$\rho_{\left(X,X+\varepsilon_{\mathrm{mod}}\right)}^{2}=\frac{1}{\frac{1}{\rho_{\left(X,X+\varepsilon_{\exp}+\varepsilon_{\mathrm{mod}}\right)}^{2}}-\frac{1}{\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}}+1}.$$

As we have obtained a distribution of $\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}$ from “noise‐added” replicates, we then sought to obtain a distribution of $\rho_{\left(X,X+\varepsilon_{\mathrm{mod}}\right)}^{2}$ estimates. To this end, we resampled the observed model‐to‐experiment correspondence to estimate a separate $\rho_{\left(X,X+\varepsilon_{\exp}+\varepsilon_{\mathrm{mod}}\right)}^{2}$ for each of the 4,950 $\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}$ estimates. We plotted the distribution of estimates generated by each of these $\rho_{\left(X,X+\varepsilon_{\exp}\right)}^{2}$ and $\rho_{\left(X,X+\varepsilon_{\exp}+\varepsilon_{\mathrm{mod}}\right)}^{2}$ combinations in Fig EV4D and E.

### CRISPRi plasmid construction

We employed a single‐plasmid system encoding the dCas9‐Mxi1 repressor and guide RNA (gRNA) for inducible and targeted repression of the *RBD2* gene (Smith *et al*, 2016, 2017). The sequence encoding the specificity‐determining region of the *RBD2*‐guide RNA is GAAGAATAGGGGGATGGGAA.

### Availability of data and materials

All data used in the publication are available as EV files attached to the manuscript. CEL feature‐level microarray data are available via the NCBI's Gene Expression Omnibus under accession number GSE72425. Scripts used for the analysis are available on GitHub: https://github.com/a3cel2/bc_pca_git.

### List of abbreviations

Protein–protein interaction (PPI), protein‐fragment complementation assay (PCA), murine dihydrofolate reductase (mDHFR), methotrexate (MTX), base pairs (bp), area under the curve (AUC), dimethyl sulfoxide (DMSO), anhydrotetracycline (ATc), guide RNA (gRNA), clustered regularly interspaced palindromic repeats (CRISPR), CRISPR interference (CRISPRi).

## Author contributions

US and RPS conceived the experiments. US, JS, SS, MM, AMA, MP, and RPS performed experiments. AC, US, WX, RPS and FPR analyzed the data. AC, US, RPS, and FPR wrote the paper. RWD provided valuable insight and advice.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Review Process File

# Supplementary material for: Quantitative analysis of protein interaction network dynamics in yeast
**Source:** Mol Syst Biol. 2017 Jul 13;13(7):934. doi: 10.15252/msb.20177532
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

Expanded View Figures

Figure EV1. Construction of a genome-scale pool of barcoded PCA strains.

- A Haploid strains expressing mDHFR-fragment (F[1,2] or F[3])-tagged proteins of interest were mated and diploids were selected. Interaction between the two proteins was then verified by individually growing each diploid strain in liquid minimal media supplemented with methotrexate (MTX) for 3 days. The F[1,2]-containing haploids (from verified interactions) were then transformed with unique TagModule cassettes, mated with their matching F[3]-containing partner strains, and combined to create a pool (depicted by differently colored yeast cells).
- B Growth rate of all 2,394 PCA strains initially constructed and measured as the area under the OD curve (see Materials and Methods) after 75 h of growth in selective media. A cutoff of 8 was applied to identify strains that grew under MTX selection ($n = 1,701$).
- C Relating strain growth [$\log_{10}(\text{AUC})$] to the cellular concentration of the least abundant protein [$\log_{10}(\text{PPM})$] – values taken from PaxDB] in each protein–protein interaction pair. Each dot represents one strain, and the line of best fit is shown in red.
- D Abundance of proteins involved in previously published PCA complexes (Tarassov *et al*, 2008) that were confirmed (YES) or not confirmed (NO) to grow under the conditions in this study. Protein abundance values were retrieved from PaxDB (Wang *et al*, 2012) and $\log_{10}$ -transformed. In the plot, for each strain representing a protein complex, the value of the less abundant protein in that interaction was used. Box boundaries indicate 1st and 3rd quartiles, with the central line indicating median. Bottom and top whiskers extend for either 1.5 times the interquartile range or to the most distal data point, whichever yields the shortest whisker.
- E Paired scatterplots comparing raw fluorescence intensities of the six control samples (DMSO) in selective media. Numbers in the lower half indicate the Pearson's r for each pairwise comparison.
- F Scatterplot comparing the growth rate of each strain as measured by barcode abundance following competitive growth (x-axis), to that measured in isogenic culture (y-axis). The x-axis represents $\log_2$ -transformed ratio of normalized fluorescence following selective and non-selective growth ($\log_2(+\text{MTX}/-\text{MTX})$).

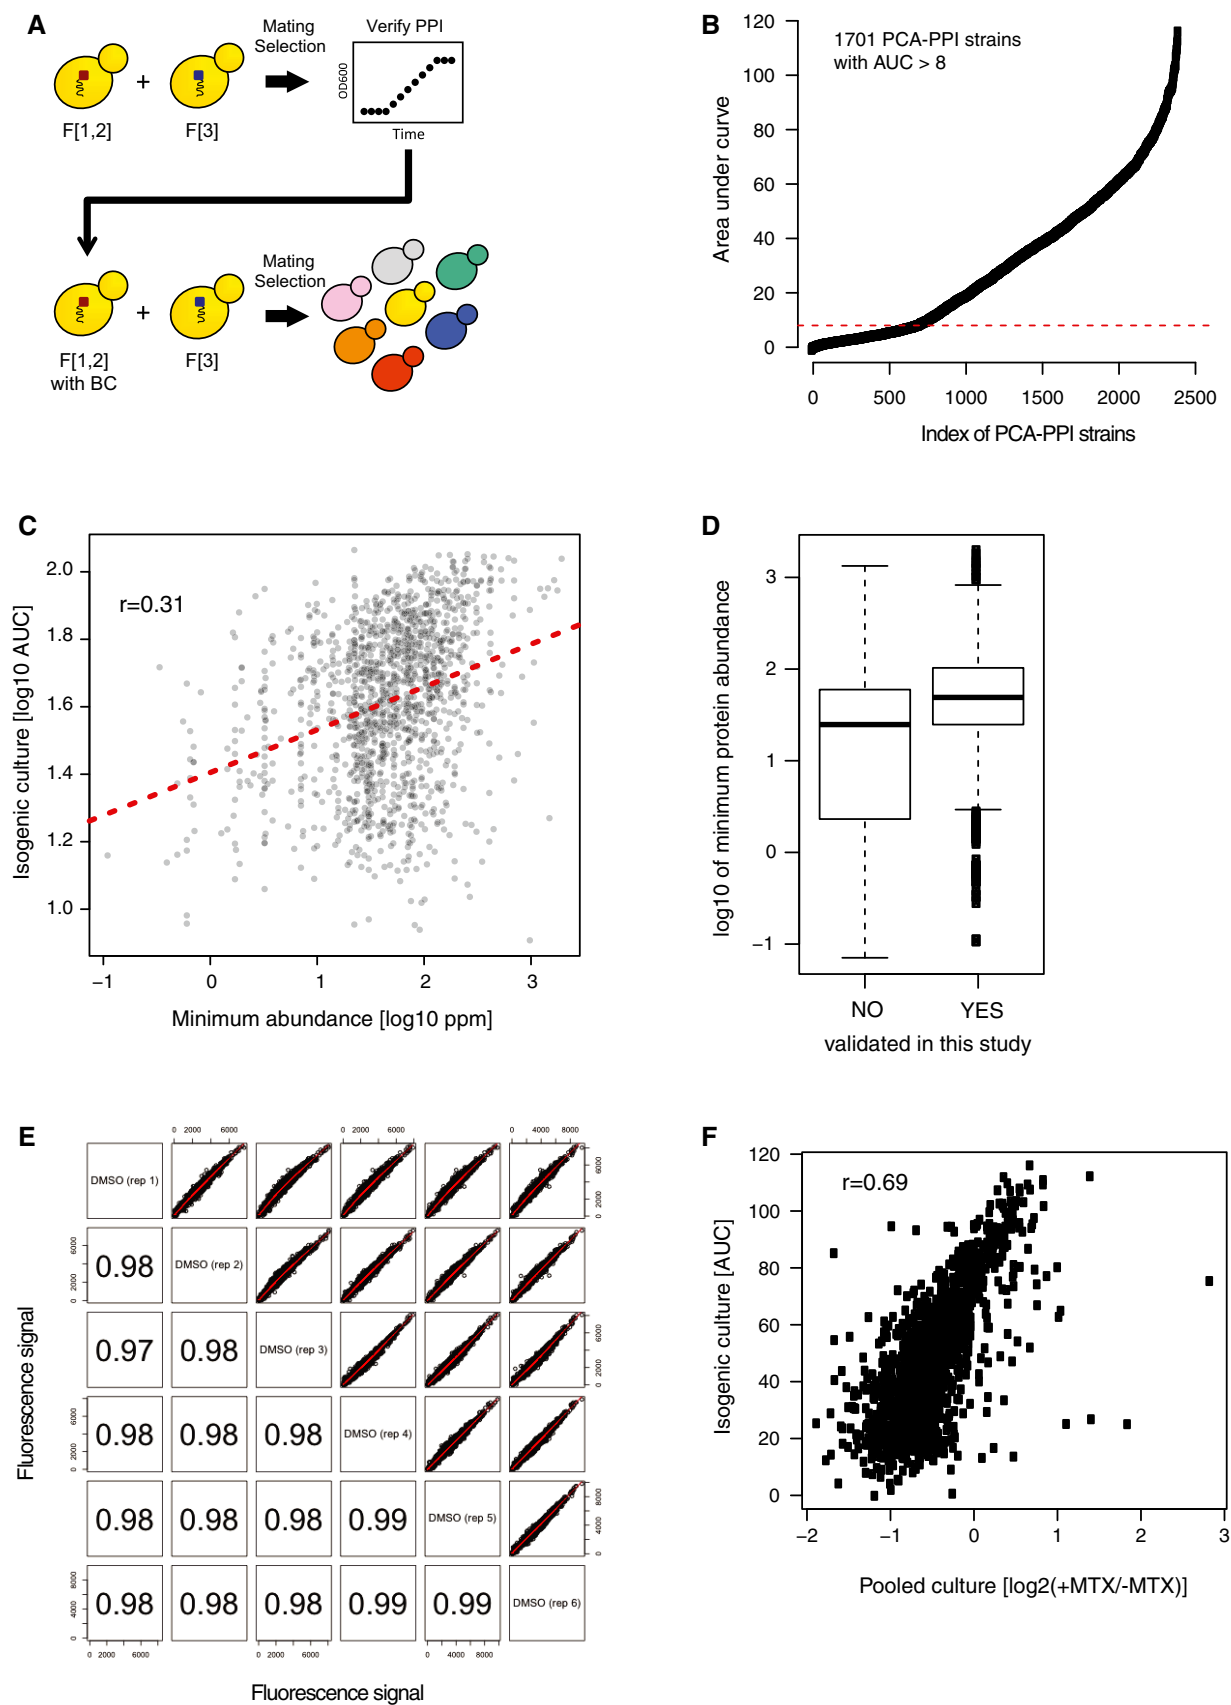

Figure EV1.

B Several PCA strains (indicated in the legend) with enhanced or diminished growth rates identified in the pool screen in NaCl, atorvastatin, hydrogen peroxide, and doxorubicin were grown in selective media in the presence of multiple concentrations of the four agents (indicated on the x-axis of each plot). The strains that were identified in the pool assay in each condition are marked with an asterisk. Growth relative to that in the standard environment is indicated on the y-axis.

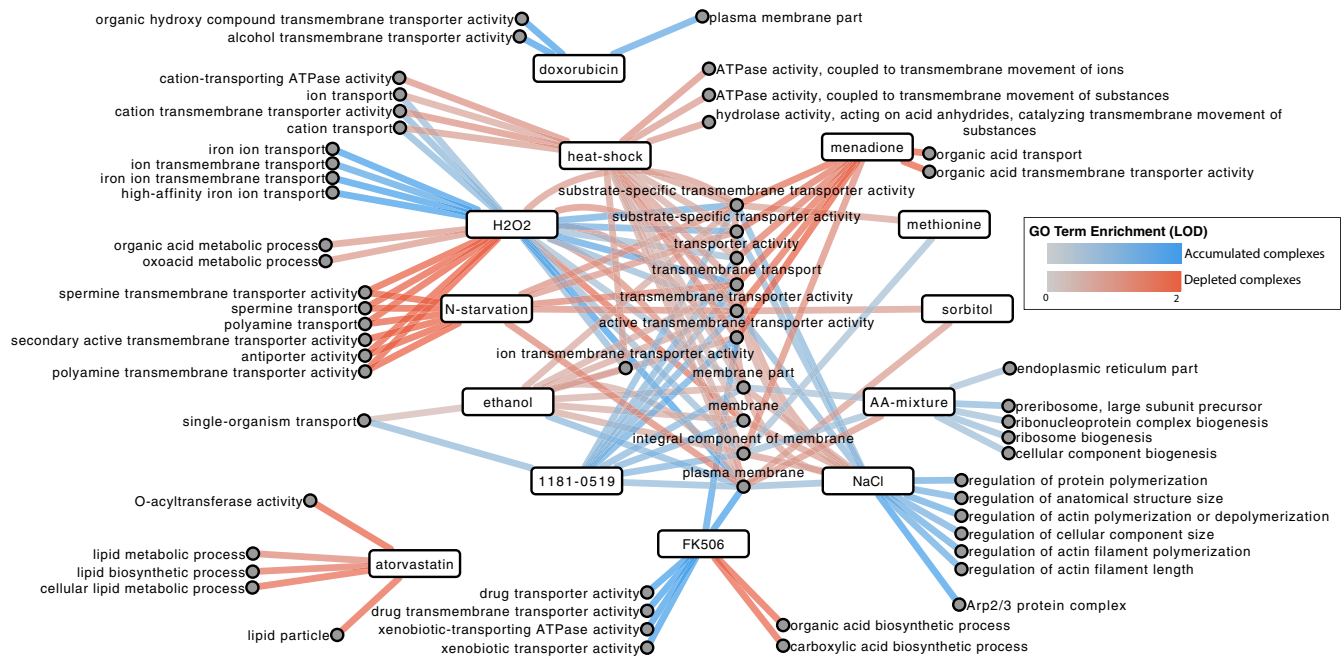

Figure EV3. Expanded GO term enrichment.

Network illustrating functional trends of genes participating in dynamic complexes. For each condition, we assessed functional enrichment among genes participating in either accumulated complexes (blue) or depleted complexes (red). Lines connect terms to their respective condition(s) and are shaded by degree of GO term enrichment measured using the log-odds score (LOD).

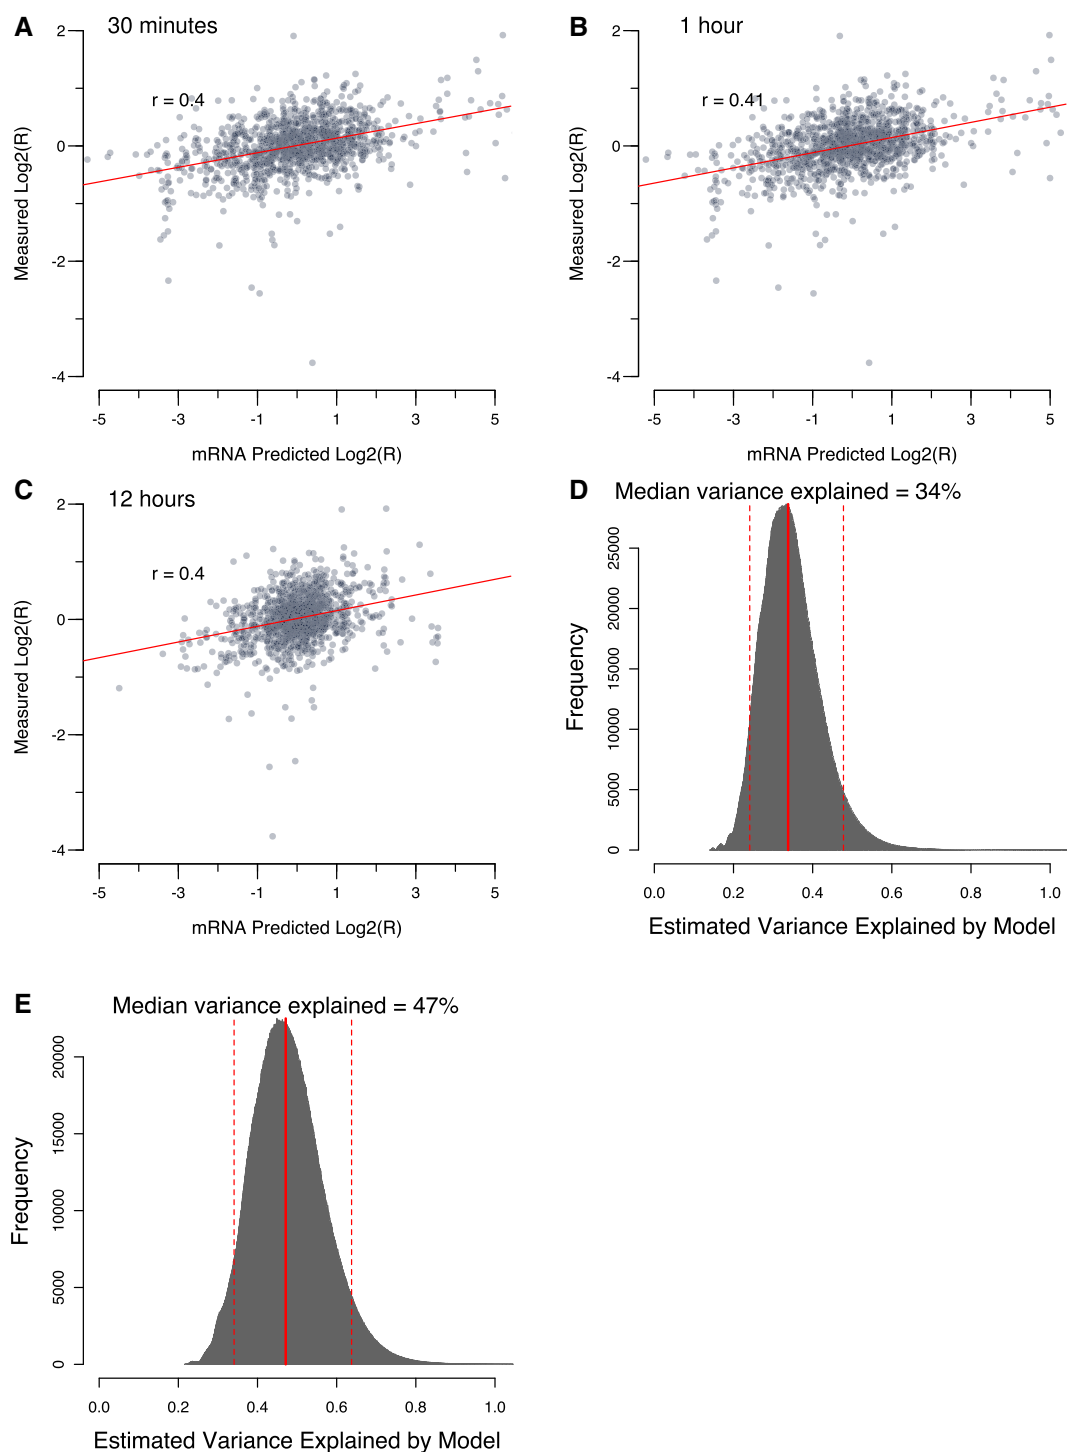

Figure EV4. Accuracy of mRNA-based protein complex predictions.

A–C Protein complex abundance changes measured by BC-PCA compared to mass-action-predicted complex abundance changes based on mRNA expression data under the respiratory growth condition (i.e., in ethanol-containing medium). Each dot represents a protein complex. Predictions were performed using mRNA expression ratios at 0.5 h (A), 1 h (B), and 12 h (C) hours after the shift from glucose to ethanol-containing media.

D, E Distribution of estimates of the proportion of protein complex changes which were explained by mRNA-based mass action predictions for all interactions (D) and interactions found to be significant under ethanol in BC-PCA (E). The red solid line represents the median value, and the red dashed lines represent the 5th and 95th percentile values from 4,950 combinations of “noise-added” randomizations.

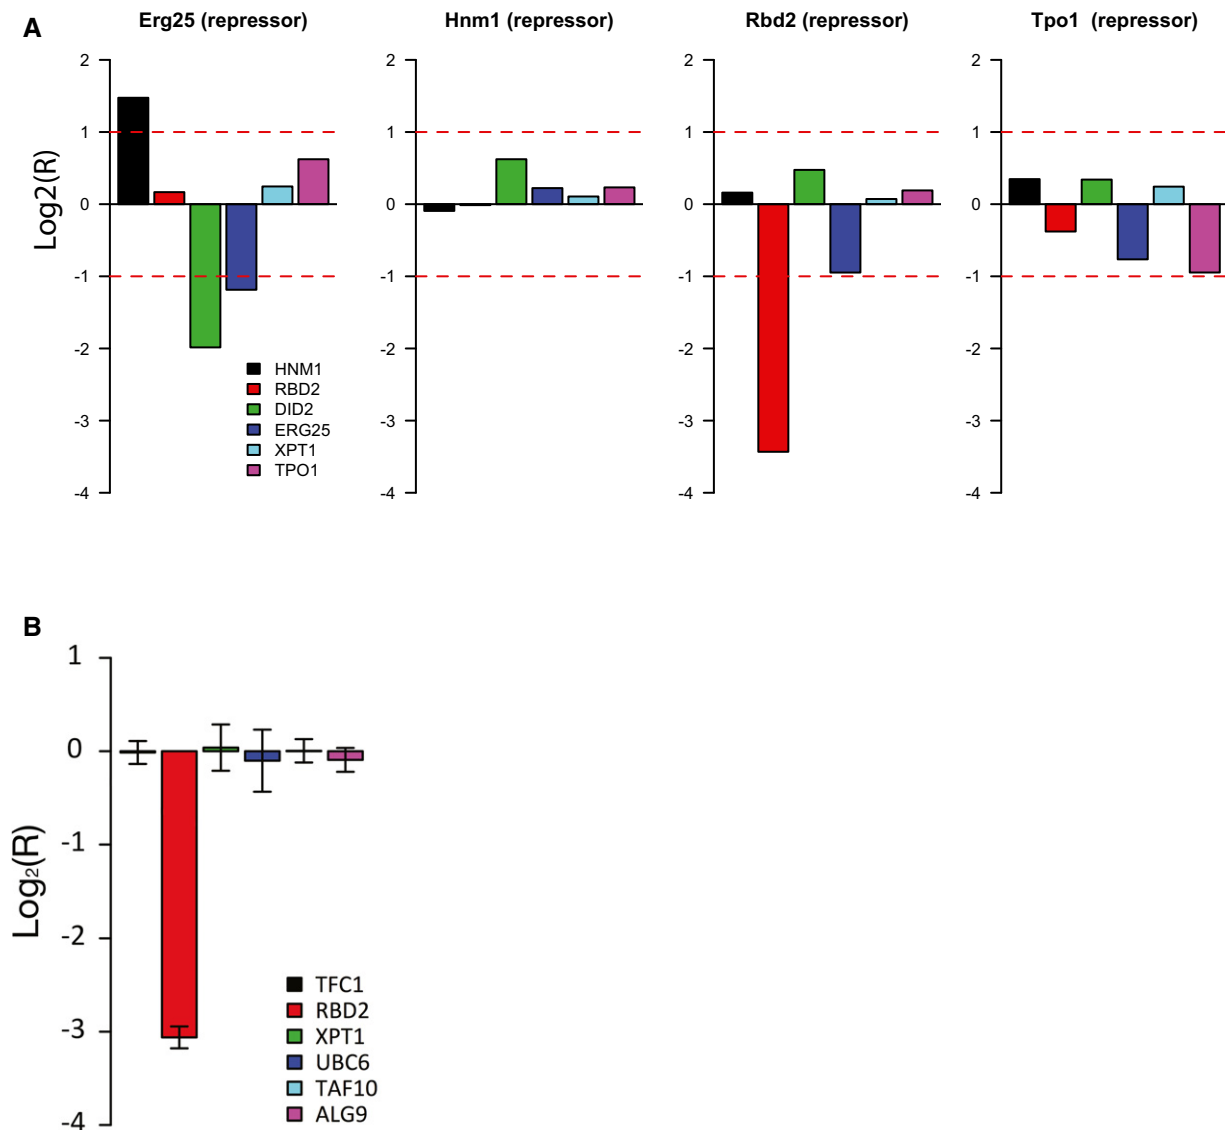

Figure EV5. Knockdown of hub transcripts with CRISPRi. Validation of four CRISPRi guide RNAs using quantitative PCR.

- A Barplots showing changes in *HNH1*, *RBD2*, *DID2*, *ERG25*, *XPT1*, and *TPO1* transcript levels following expression of catalytically inactive Cas9 fused to the transcriptional repressor Mxi1 (dCas9-Mxi1), and a guide RNA targeting the *ERG25*, *HNH1*, *RBD2*, or *TPO1* gene locus (as indicated in the title of each plot). Data were normalized using *ACT1* as a control.
- B Selective repression of the *RBD2* locus using CRISPRi. Barplot showing changes in *RBD2*, *TFC1*, *XPT1*, *UBC6*, *TAF10*, and *ALG9* transcript levels following expression of catalytically inactive Cas9 fused to the transcriptional repressor Mxi1 (dCas9-Mxi1), and a guide RNA targeting the *RBD2* gene locus. Data were normalized using *ACT1* as a control. The mean of three independent replicates is plotted, and error bars represent the standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

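The mRNA time course was taken from the table that the authors deposited with the arrays. It holds RMA intensity values on a linear scale for 5716 probe sets on 10 arrays, 2 at each of 0, 0.5, 1, 4 and 12 h, without missing values, and all of its columns were used. The authors' processing, as the methods describe it, was the reading of the arrays with MAS 5.0, then background adjustment, normalization and probe set summarization by RMA from BioConductor. The version of RMA is not given in the sources used here. The array number limits the precision. The log2 of the deposited intensity was used without further scaling, filter or fold minimum.

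Probe sets were named from the platform table. Of the 5716, 5498 carry 1 gene symbol and 218 carry none. Where several probe sets belong to 1 gene, the one with the highest mean log2 value was kept, which left 5449 genes and set 49 probe sets aside. 12 symbols were updated through the gene table of assembly R64. For 115 genes the kept probe set is one that Affymetrix marks as shared with other sequences, TPO2 and HXT7 among them. Of 1995 probe set rows held of the expression sheet of Dataset EV5, 1916 were named by both sources and 1913 had the same gene.

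Genes were compared with limma 3.58.1 in R 4.3.3, in a single fit with 5 residual degrees of freedom and a prior of 4.33 degrees of freedom and SD 0.197, with Benjamini-Hochberg adjusted p under 0.05. The contrasts were each later time against 0 h and 12 h against 0.5 h. Simulated arrays with 200 of 5449 genes changed gave a recovery of 68, 63, 56 and 66% of 2‐fold changes and 95, 94, 94 and 95% of 4‐fold changes at 0.5, 1, 4 and 12 h. The false share of the calls was 5.23, 5.42, 3.85 and 6.40%. The simulated noise was independent between arrays, and far fewer genes changed than passed in the real arrays.

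Gene lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. There are 33 lists. 30 were written from general knowledge of yeast pathways: glycolysis and ethanol fermentation, hexose transporters, the TCA cycle, gluconeogenesis with the glyoxylate cycle and C2 use, the respiratory chain, β-oxidation, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, the proteasome, ribosome biogenesis, RNA polymerases I and III, heat shock chaperones, general stress genes, trehalose and glycogen, the eisosome, multidrug transporters, ergosterol, folate and one-carbon metabolism, methionine and sulfate, purines, amino acids, the iron regulon, phosphate, haploid-specific and mating genes, meiosis, S phase and histones, DNA damage, autophagy, the vacuolar ATPase and Arp2/3. The other 3 are the hubs of Dataset EV4: concerted with accumulated complexes, concerted with depleted complexes, and other hubs. They were chosen by the study on complexes of the same strains.

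Genes were named by a rule. It takes every gene that the paper names in its section on the transcriptome or among its frequently dynamic transporters, in each list up to 4 members with the largest change past the threshold, and over all genes the 10 largest rises and 10 largest falls at 4 h with both replicate ratios of the same sign. A few mRNA ratios of Dataset EV5 had been seen when the rule was written. Complexes are named as examples after their values were seen, apart from those of HXT1, HSP30 and LSP1.

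Predicted complex changes followed the mass action formula of the paper, with PaxDB concentrations, a dissociation constant of the larger concentration over 20, the ratio of mean intensities at each time over 0 h, and a ratio of 1 for 19 of 607 proteins without an mRNA value. The 1271 complexes and their measured UP‐ and DOWN‐tag log2(R) came from Dataset EV5. The recomputed mRNA ratios of 587 of 588 proteins lay within 0.1% of the sheet's, and the recomputed predictions correlated with the sheet's at r = 0.990. Complexes were called changed from both tags and from limma on the UP‐tag signals of Dataset EV2 after quantile normalization (2 ethanol and 6 control samples), for 1256 complexes whose strain was matched. For 1190 of these the UP‐tag log2(R) computed here lay within 0.01 of the sheet's. The unmatched complexes have no UP‐tag q and count as not changed. The DOWN‐tag signals are not analysed here. In simulated UP‐tag data with 200 of 1383 strains changed, 98.5% were recovered and 6.19% of the calls were false. In complexes simulated with a correlation of 0.45 the recomputed r was 0.443, and in unrelated ones −0.0385 (permutation p = 0.163). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, and figures were drawn with matplotlib 3.10.9.

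The main tests, the lists, the naming rule and the alternatives were set before the data were examined, except for 8 alternatives added later. Not set at that point were the permutation of hub labels and the shares counted among changed complexes only. Nor were the tests of explanations that are named below as chosen after the result. The alternatives for the arrays were median scaling, quantile normalization, a filter on the 20% dimmest genes, a fit of the times compared alone, eBayes with trend and robust settings, a minimum of 2‐fold, the replicate number as a block, other probe sets of a gene, and each array left out in turn. Those for the complexes were other dissociation constants, equal concentrations, other limits on the difference between tags, geometric means, subsets of complexes, other times, other noise estimates and other definitions of a changed complex. Added later were names from Dataset EV5 for 76 probe sets, the alternatives of the difference between times, the squared noise correlation, the 0.5 h ratios, the sheet's own predictions, verification rules from the mean of both tags alone and beyond 0.25, and the lists without each array.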

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

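The tests of array normalization, of unequal array medians, of handling during the transfer, of methotrexate and of the partners' mRNA were chosen only after the result was seen.

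A direct test of 12 h against 0.5 h, which shares no control array, gave 2591 genes. In the lists that were higher at 12 h than at 0.5 h, the median log2 fold change was 1.22 for cytosolic ribosomal protein genes, 2.01 for ribosome biogenesis, 1.15 for RNA polymerases I and III, 2.14 for purine synthesis, 1.52 for methionine and sulfate, 0.95 for amino acids, 0.65 for folate, 0.56 for ergosterol, 0.67 for glycolysis and 0.46 for S phase and histone genes. In those that were lower, it was −1.58 for general stress genes, −1.29 for trehalose and glycogen, −1.18 for the eisosome, −2.26 for β-oxidation, −1.14 for gluconeogenesis, −0.91 for the iron regulon, −0.73 for the proteasome and −0.61 for autophagy. Each passed camera at the preset correlation, with adjusted p up to 0.0294, and with an estimated correlation the adjusted p lay between 0.361 and 0.532.

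The transient loss of ribosomal mRNAs drew attention because 0.5 h and 12 h differ. At 0.5 h the median log2 fold change of the ribosomal protein and ribosome biogenesis genes was −1.60 and that of other genes as bright was 0.20 (SD 1.58), which argues against array normalization as the cause of this difference, though a change in total mRNA per cell would not be seen here. Without one of the 0.5 h arrays at least 120 of its genes were still lower, which argues against a single 0.5 h array. Handling during the transfer to new medium stays open, since 0 arrays hold cells moved to medium without ethanol. The change of carbon source, which the design names, may be the cause, as may the start of methotrexate if the pre-culture was non-selective, and neither was tested apart from that handling.

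At 12 h 12 of 23 S phase and histone genes and 7 of 13 purine synthesis genes were higher, though neither list passed camera with an estimated correlation (adjusted p 0.101 and 0.462), and the 12 h replicate 1 array has the highest median of all arrays. Without that array the S phase median was 0.88 and 7 purine genes were still higher, and with all arrays at the same median the S phase median was 0.95 and the purine median 0.80, against 0.98 and 0.83 before, which argues against that array and against unequal array medians as the cause. Array normalization in other respects stays open, since other genes as bright had a median of 0.0062 at 12 h against 0.91 for both lists together but vary by more than this difference (SD 1.12). Methotrexate in the medium, a blocker of the folate pathway that feeds purine and thymidylate synthesis, may contribute, and so may the time in ethanol, and these cannot be told apart, since 0 arrays hold cells moved to medium without methotrexate. The paper gives the pre-culture once as selective and once as non-selective, so whether methotrexate was present before 0 h is not settled.

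LSP1 mRNA was higher at 4 h (log2 fold change 0.68), a call that was lost without 0 h replicate 2 (0.43) or 4 h replicate 2 (0.56), while 5 of its complexes were depleted. Less mRNA of the partner is argued against for LSP1-SIS1 and LSP1-YGR130C, whose partners' mRNA rose at 4 h, the smaller log2 fold change being 0.92. It stays open for LSP1-LSO2, LSP1-MID2 and LSP1-SSD1, since 2 of their partners, LSO2 (−0.42) and MID2 (−0.27), lay below 0 without passing limma (0 of the 3 lower at an unadjusted p under 0.05). With the mRNA of another time at most 4 of the 6 changed complexes had the measured direction, at 12 h, which leaves the mRNA of another time open as a possible explanation for part of them. The protein's stability, place and phosphorylation, which the paper names, were not measured in these data.

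The correlation of predicted with measured complex change was higher with the mRNA of 4 h than with that of 0.5 h by 0.0629, of 1 h by 0.0530 and of 12 h by 0.0547. Intervals with complexes resampled excluded 0 for the 3 differences, and with proteins resampled that for 12 h did not.

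Most genes that changed encode proteins in none of the complexes, as do most genes measured. Of 4861 such genes, 3044 changed at 0.5 h, 3032 at 1 h, 2078 at 4 h and 2142 at 12 h. Of the 588 genes of the complexes 382, 383, 243 and 222 changed.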

How the results depend on the processing

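The alternatives named as added below, and the lists without each array, were chosen only after the data were seen.

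Gene counts were within 1.5 times the reported ones in 79 of 85 cases. A minimum of 2‐fold lowered them by its own construction to 2076 at 0.5 h, 2024 at 1 h, 1097 at 4 h, 1188 at 12 h and 1308 for 12 h against 0.5 h. Without one array the counts ranged from 2910 to 3550 at 0.5 h, 2771 to 3552 at 1 h, 1383 to 2452 at 4 h, 1691 to 2282 at 12 h and 1905 to 2528 for 12 h against 0.5 h. The lowest at 4 h, 1383, came without 4 h replicate 2. A lone array was then assumed to vary like the other times. The share of higher genes at 12 h was 44.3% without 12 h replicate 1 and 55.4% without 12 h replicate 2. That replicate 1 array has a median log2 value 0.109 above the mean of the arrays, and median scaling gave 2451 genes at 12 h.

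The replicate numbers were not taken to pair the arrays, and pairing is not excluded. The paper does not say whether arrays of one number come from one culture. Differences between replicates correlated between times at r = 0.0267 to 0.565, over 0.1 in 8 of 10 pairs, and the 4 arrays of 0.5 and 1 h correlated best with the array of their own number at the other of these times. With the number as a block 3736, 3750, 2725, 2799 and 3022 genes passed, r at 4 h was 0.443, and 4 list results no longer passed, among them Arp2/3 at 4 h (adjusted p = 0.0500).

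All 60 alternatives of the correlations kept their direction and passed, but r fell by more than 1.5 times at each time without the complexes of the concerted hubs, to 0.229, 0.241, 0.273 and 0.171 at 0.5, 1, 4 and 12 h. The highest at 4 h was 0.472. Without one array r was 0.367 to 0.389, 0.382 to 0.392, 0.433 to 0.443 and 0.376 to 0.396 at 0.5, 1, 4 and 12 h, and the excess of 4 h over 0.5, 1 and 12 h was 0.0534 to 0.0755, 0.0442 to 0.0599 and 0.0459 to 0.0660. The excess over 1 h fell to 0.0321 and did not pass without the concerted hubs (added). No tag difference exceeds 1, so leaving out that filter changes nothing.

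The linear variance explained was 20.5 to 21.7% over all complexes and 32.3 to 34.2% over changed ones without one array, and 25.1% over all complexes with the squared correlation of the noise (added). Verified shares depend on the setting. The accumulated share was 37.5% with 12 h ratios, 36.7% with 0.5 h ratios (added), 37.8% at a cutoff of 1 and 83.9% by the sign of the mean of both tags (added). The depleted share was 45.7% with 1 h ratios, 42.6% with 0.5 h ratios, 59.7% with a Kd divisor of 1, 41.0% at a cutoff of 1 and 93.6% by that sign. Without one array they were 53.8 to 58.1% and 69.8 to 78.8%. Direction accuracy was 87.7 to 91.5% for concerted and 64.2 to 70.0% for other hubs without one array (Fisher's exact p 2.23e-06 to 0.000605), and 75.9% and 57.0% by the sign of the mean over all complexes. Apart from the lower cutoff, which adds smaller predictions, the cause was not tested.

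With an estimated correlation 0 lists passed camera at each of the 5 contrasts, against 22 to 25, 23 to 27, 18 to 23, 13 to 17 and 17 to 19 without one array at the preset correlation. Of 147 list results that no longer passed, 107 came from the estimated correlation and 36 from leaving out an array. At 4 h these were cytosolic ribosomal proteins without 0 h replicate 2 (adjusted p = 0.0784), RNA polymerases I and III (0.209) and ergosterol (0.0555) without 4 h replicate 2, phosphate without 0 h replicate 1 (0.0941) or 4 h replicate 2 (0.0591), and Arp2/3 without 0 h replicate 2 (0.110) or 4 h replicate 2 (0.0729).

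Of the paper's 20 genes 14 to 15 passed at 4 h without one array. Among the alternatives for single genes, 3696 kept the side of the threshold and the direction, 187 lost the call and 8 reversed. The reversals were of genes that had not passed at 4 h. Without one array GPA2 ranged from −0.13 (without 4 h replicate 2) to 0.65, RBD2 from −0.41 to 0.37 (without 0 h replicate 1, 0.19 without 4 h replicate 2), TPO3 from −0.89 to 0.56 (without 0 h replicate 2, 0.18 without 4 h replicate 1), HXT2 from −0.51 (without 0 h replicate 2) to 0.93, and FTR1 from −0.88 to 0.51 (without 0 h replicate 1, 0.27 without 4 h replicate 2). For arrays, the distance of a signal from the background limits what can be called, and genes as dim as ADY2 or INA1 have folds that depend on it.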

Differences from the paper's values

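The alternative of the squared correlation and the 2 verification rules from the mean of both tags were chosen only after the values were seen.

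The linear variance explained over all complexes was 21.5% here, and the paper's value is about 34% as its text gives it. None of the alternatives set before the data were examined reaches it: averaged barcode errors gave 20.7%, mRNA noise from replicates 21.4%, a Kd divisor of 1 21.9% and leaving out one array 20.5 to 21.7%. The squared correlation of the noise, chosen after seeing the values, gave 25.1%, within 1.5 times the paper's value, and bears on no called item. The DOWN‐tag replicates behind part of the paper's noise estimate are not used here.

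For the other values a share was taken to differ where it lay outside its error and one value was more than 1.5 times the other, and a correlation where it lay outside its error. By these limits the rest did not differ. For the correlation at 4 h the paper's value is 0.46 and the value here 0.442, and it was 0.451 with the prediction of the paper's own sheet and 0.472 without homodimers. For the other times the paper's Fig EV4 shows about 0.40 at 0.5 h, about 0.41 at 1 h and about 0.40 at 12 h, read by eye, where 0.379, 0.389 and 0.387 were found. For the verified predictions the paper's shares are 75% and 86%, and the shares here 58.1% and 76.6%. Changed complexes are called differently here, with a q from the UP‐tag alone and untested complexes counted as not changed. For some hubs this call finds fewer than Dataset EV4 lists. With both tags beyond 0.25 and no q, an alternative set beforehand, the shares were 61.3% and 83.0%. Counting a mean of both tags beyond 0.25 on the predicted side as verified, chosen after seeing the values, gave 71.0% and 85.1%, and the sign of the mean alone 83.9% and 93.6%. For changed complexes the paper's explained share is 47% and the share here 33.6%. The paper's value is less than 1.5 times this one, but it lies above the 95th percentile here, 41.7%, and above every alternative (32.0 to 36.5%). The paper's direction accuracies are 88% and 72%, and those here 90.0% and 68.3%.

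The ranking of the times differs from one statement. The methods take the ratios of 1 and 4 h as those that corresponded most to each other. Over the 588 proteins of the pool the limma log2 fold changes of 0.5 and 1 h correlated at 0.993, those of 1 and 4 h at 0.856, of 0.5 and 4 h at 0.834, of 4 and 12 h at 0.801, of 1 and 12 h at 0.630 and of 0.5 and 12 h at 0.618. Over all 5449 genes the first 2 of these were 0.990 and 0.869.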

Other observations

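At 4 h, 16 of 23 general stress genes were higher (16 adjusted over the list alone, median log2 fold change 1.19), led by SIP18 (5.18) and OM45 (4.80), and 20 were higher at 0.5 h (median 2.30). Of 26 heat shock chaperone genes 15 were higher and 1 lower (the same counts over the list alone, median 0.75), among them SSA1 (2.21) and HSP82 (1.63). Trehalose and glycogen genes (11 higher and 2 lower of 18, 11 and 3 over the list alone, median 1.13) included the glycogen branching enzyme gene GLC3 (2.42). Of 15 genes of β-oxidation and the peroxisome 11 were higher (12 over the list alone, median 1.83), with the thiolase gene POT1 at 5.67 and catalase A (CTA1) at 5.48. Eisosome genes (7 higher and 1 lower of 14, the same over the list alone, median 0.67) included EIS1 (2.44). The adjusted p of these 5 lists from camera was 2.15e-09, 1.01e-05, 0.00421, 9.27e-06 and 0.00574, and 0.322, 0.301, 0.547, 0.470 and 0.470 with an estimated correlation.

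Of 19 multidrug transporter genes 13 were lower at 4 h (1 higher and 13 lower over the list alone, median −1.03, adjusted p = 6.42e-05, 0.142 with an estimated correlation), led by QDR2 (−3.42), with PDR5 at −2.44, YOR1 at −1.64 and SNQ2 at −1.31. The polyamine transporter genes TPO1 (−1.62) and TPO2 (−1.69) fell, and TPO3 (−0.16, adjusted p = 0.92) did not pass. Of 20 haploid-specific and mating genes 10 were lower (10 over the list alone, median −0.77, adjusted p = 0.0025, 0.226 with an estimated correlation), although the pooled strains are diploid. They include the α-factor gene MF(ALPHA)1 (−2.36) and the receptor gene STE2 (−2.07), which lay above 7.38% and 41.4% of all genes at 0 h. Ergosterol genes (2 higher and 12 lower of 24, the same over the list alone, median −0.47) were led by ERG8 (−1.96), with adjusted p = 0.0241, 0.547 with an estimated correlation and 0.0555 without 4 h replicate 2. Hexose transporters split, with 5 higher and 4 lower of 17 (the same over the list alone), a median of 0.21, a mean of −0.15 and camera adjusted p = 0.562. HXT4 fell by 2.87 log2 units, and HXT2 was higher at 12 h (2.22, adjusted p = 0.0028).

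Several lists of biosynthesis are given at 0.5 and 4 h, and the difference between these times was not tested. Of 46 amino acid genes 38 were lower at 0.5 h (39 over the list alone, median −1.47), with LYS4 at −3.27, and 20 at 4 h (21 over the list alone, median −0.41, adjusted p = 0.000845, 0.547 with an estimated correlation). Of 19 RNA polymerase I and III genes 16 were lower at 0.5 h (17 over the list alone, median −1.78) and 6 at 4 h (6 over the list alone, median −0.68, adjusted p = 0.0306, 0.701 with an estimated correlation, 0.209 without 4 h replicate 2). Ribosome biogenesis had 34 lower at 4 h (35 over the list alone, adjusted p = 3.21e-06, 0.547 with an estimated correlation), and cytosolic ribosomal proteins 4 higher and 12 lower (1 and 1 over the list alone, median −0.20, adjusted p = 0.0135, 0.716 with an estimated correlation, 0.0784 without 0 h replicate 2). Mitochondrial ribosomal proteins had 59 higher and 1 lower (the same over the list alone, adjusted p = 2.88e-16, 0.301 with an estimated correlation), and the proteasome 11 higher and 1 lower (the same over the list alone, median 0.33, adjusted p = 0.00139, 0.547 with an estimated correlation). Phosphate genes (1 higher and 7 lower of 12, 1 and 8 over the list alone, median −0.85) had adjusted p = 0.0162 (0.547 with an estimated correlation, 0.0941 without 0 h replicate 1, 0.0591 without 4 h replicate 2), with PHO89 at 2.52 and PHO5 at −2.39. Arp2/3 genes (5 of 7 higher, 5 over the list alone, median 0.56) had adjusted p = 0.0425 (0.547 with an estimated correlation, 0.110 without 0 h replicate 2, 0.0729 without 4 h replicate 2, 0.0500 with the replicate number as a block).

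Lists that did not pass camera at 4 h were folate (1 higher and 3 lower of 19, median −0.25, adjusted p = 0.373), methionine and sulfate (3 and 5 of 24, −0.47, 0.373), purines (1 and 3 of 13, −0.22, 0.709), iron (2 and 4 of 19, −0.25, 0.777), meiosis (6 and 6 of 23, 0.06, 0.946), S phase and histones (3 and 3 of 23, −0.00, 0.916), DNA damage (3 and 2 of 10, 0.02 with a mean of −0.10, 0.777), autophagy (7 and 4 of 21, 0.23, 0.159) and the vacuolar ATPase (4 lower of 14, −0.18, 0.238). Adjusted over the list alone, their higher and lower counts were 1 and 2, 3 and 5, 0 and 1, 2 and 4, 6 and 7, 3 and 3, 3 and 2, 7 and 5, and 0 and 1. Purine genes had been lower at 0.5 h (8 of 13, 8 over the list alone, median −1.17, adjusted p = 0.00699, 0.294 with an estimated correlation), with the GMP synthetase gene GUA1 at −2.97.

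At 12 h, of 23 S phase and histone genes 12 were higher (12 over the list alone, median 0.98, adjusted p = 0.000156, 0.101 with an estimated correlation). The ribonucleotide reductase gene RNR1 (YER070W) rose from an intensity of 128 ± 57 at 0 h to 1711 ± 18 (SD, n = 2), and POL30 (YBR088C), the sliding clamp, from 126 ± 7.9 to 1036 ± 117 (SD, n = 2). The DNA damage list did not pass (5 higher and 2 lower of 10, the same over the list alone, median 0.80, adjusted p = 0.0856), but its member HUG1 rose by 3.52 log2 units (adjusted p = 6.9e-05) from a dim level. Of 13 purine genes 7 were higher (8 over the list alone, median 0.83, adjusted p = 0.00261, 0.462 with an estimated correlation), such as ADE2 (1.98), and the thymidylate synthase gene CDC21 rose by 3.12.

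The largest rises at 4 h were RGI2 (9.81), ADY2 (9.02), SFC1 (8.88), ADH2 (7.91), MLS1 (7.72), FBP1 (7.15), PUT4 (6.43), YGR067C (6.41), REG2 (6.28) and PCK1 (6.18). All of them but PCK1 start in the dimmest 10% of genes, so the size of their folds depends on the background. The largest falls were the repressor gene MIG2 (−5.63), HXT1 (−4.37), HXT3 (−4.25), IRC7 (−3.94), ALK1 (−3.88), PFK27 (−3.74), YGR035C (−3.69), YJL213W (−3.63), MCH5 (−3.62) and INA1 (−3.45). Of these MIG2, PFK27, YGR035C and INA1 lay in the dimmest 10% at 4 h, and the same limit holds for them.

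Times shared many changed genes, but contrasts against the same 2 arrays of 0 h resemble each other without any common biology. At 0.5 and 1 h, 1520 genes were higher at both and 1700 lower at both, where independent lists would share 481 and 596. For 0.5 and 4 h the shared genes were 972 and 1021 (318 and 414 for independent lists), and for 4 and 12 h 790 and 857 (226 and 278). Log2 fold changes correlated across genes at 0.990 for 0.5 and 1 h, 0.852 for 0.5 and 4 h, 0.825 for 4 and 12 h and 0.684 for 0.5 and 12 h, where simulated arrays without any change gave 0.501, 0.499, 0.502 and 0.499. Their covariances were 1.78, 1.16, 0.866 and 0.952, against 0.0346, 0.0344, 0.0347 and 0.0346 in the simulated arrays. The covariances thus lay 1.74, 1.13, 0.832 and 0.918 above what the shared arrays alone add. With a different 0 h array for each contrast, which leaves 1 array of 0 h to each, the correlations in both assignments were 0.956 and 0.959, 0.832 and 0.788, 0.787 and 0.756, and 0.680 and 0.612. Part of the excess in shared genes can come from the shared arrays.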
